# Dose-Dependent and Subset-Specific Regulation of Midbrain Dopaminergic Neuron Differentiation by LEF1-Mediated WNT1/b-Catenin Signaling

**DOI:** 10.3389/fcell.2020.587778

**Published:** 2020-10-26

**Authors:** Parivash Nouri, Sebastian Götz, Benedict Rauser, Martin Irmler, Changgeng Peng, Dietrich Trümbach, Christian Kempny, Carina G. Lechermeier, Agnes Bryniok, Andrea Dlugos, Ellen Euchner, Johannes Beckers, Claude Brodski, Claudia Klümper, Wolfgang Wurst, Nilima Prakash

**Keywords:** dopamine, nerve cell, Parkinson’s disease, regenerative therapy, mouse

## Abstract

The mesodiencephalic dopaminergic (mdDA) neurons, including the nigrostriatal subset that preferentially degenerates in Parkinson’s Disease (PD), strongly depend on an accurately balanced Wingless-type MMTV integration site family member 1 (WNT1)/beta-catenin signaling pathway during their development. Loss of this pathway abolishes the generation of these neurons, whereas excessive WNT1/b-catenin signaling prevents their correct differentiation. The identity of the cells responding to this pathway in the developing mammalian ventral midbrain (VM) as well as the precise progression of WNT/b-catenin action in these cells are still unknown. We show that strong WNT/b-catenin signaling inhibits the differentiation of WNT/b-catenin-responding mdDA progenitors into PITX3^+^ and TH^+^ mdDA neurons by repressing the *Pitx3* gene in mice. This effect is mediated by RSPO2, a WNT/b-catenin agonist, and lymphoid enhancer binding factor 1 (LEF1), an essential nuclear effector of the WNT/b-catenin pathway, via conserved LEF1/T-cell factor binding sites in the *Pitx3* promoter. LEF1 expression is restricted to a caudolateral mdDA progenitor subset that preferentially responds to WNT/b-catenin signaling and gives rise to a fraction of all mdDA neurons. Our data indicate that an attenuation of WNT/b-catenin signaling in mdDA progenitors is essential for their correct differentiation into specific mdDA neuron subsets. This is an important consideration for stem cell-based regenerative therapies and *in vitro* models of neuropsychiatric diseases.

## Introduction

The generation of dopamine-synthesizing (dopaminergic, DA) neurons in the mouse midbrain and from human and murine pluripotent stem cells (PSCs) crucially relies on signal transduction by the Wingless-type MMTV integration site family member 1 (WNT1)/beta-catenin (b-catenin, *Ctnnb1*) pathway (Joksimovic and Awatramani, 2014; Brodski et al., 2019). These neurons comprise the Substantia nigra pars compacta (SNc) subset that preferentially degenerates in PD, and the ventral tegmental area (VTA) subpopulation implicated in a variety of human neuropsychiatric disorders, including schizophrenia and addiction (Schultz, 2007; Lees et al., 2009).

The lipid-modified glycoprotein WNT1 is expressed in a bilateral domain within the ventral midline, the floor plate (FP), of the developing midbrain and caudal diencephalon in mammals (Prakash et al., 2006; Brown et al., 2011; Mesman et al., 2014; La Manno et al., 2016). This *Wnt1*^+^ domain comprises only a subset of the mesodiencephalic dopaminergic (mdDA) progenitors located in the ventricular/subventricular zone (VZ/SVZ) of the mesodiencephalic FP (Brown et al., 2011). Yet, WNT1/b-catenin signaling appears to control overall the proliferation of mdDA progenitors and neurogenesis of mdDA precursors expressing the transcription factors (TFs) LMX1A and OTX2, and the aldehyde dehydrogenase ALDH1A1 (AHD2, RALDH1; Joksimovic and Awatramani, 2014; Wurst and Prakash, 2014). However, the participation of WNT1/b-catenin signaling in the subsequent differentiation of these mdDA precursors into mature neurons expressing the full complement of mdDA-specific markers, such as the TFs PITX3 and NURR1 (NR4A2), tyrosine hydroxylase (TH, the rate-limiting enzyme for DA synthesis), dopamine transporter (DAT, SLC6A3), and other proteins implicated in DA metabolism, storage and neurotransmission, remains unclear (Arenas, 2014; Wurst and Prakash, 2014).

A hallmark of the “canonical” WNT/b-catenin signaling pathway is the cytoplasmic accumulation of unphosphorylated (stabilized) b-catenin upon binding of the WNT ligand to its receptor/co-receptor complex on the cell surface, and the subsequent translocation of stabilized b-catenin into the cell nucleus. In the nucleus, b-catenin activates the DNA-bound lymphoid enhancer binding factor 1 (LEF1)/T-cell factors (TCFs) and initiates the transcription of WNT target genes (Nusse and Clevers, 2017). *Ctnnb1*, like *Wnt1*, are necessary for the correct generation in particular of caudally positioned (VTA) mdDA neurons (Prakash et al., 2006; Joksimovic et al., 2009; Tang et al., 2009; Chilov et al., 2010; Andersson et al., 2013; Yang et al., 2013). Overexpression of *Wnt1* or stabilized b-catenin also results in reduced mdDA neuron numbers, especially in the rostral (SNc) domain (Chilov et al., 2010; Tang et al., 2010; Joksimovic et al., 2012; Nouri et al., 2015). These paradoxical findings suggest that WNT1/b-catenin signaling must be tightly balanced in the mdDA progenitors to ensure their proper differentiation into mature mdDA neurons. They also suggest that mdDA progenitors exhibit an unequal responsiveness to this signaling pathway, which contributes to the molecular heterogeneity of different clinically relevant mdDA neuron subsets (Bodea and Blaess, 2015; Fu et al., 2016).

We addressed these issues by a detailed transcriptome analysis of the WNT/b-catenin-responding domain in a transgenic reporter (*BAT-gal*) mouse of “canonical” WNT/b-catenin signaling. This analysis disclosed two components of this pathway, the potent agonist R-spondin 2 (RSPO2) and the nuclear effector LEF1 (Nusse and Clevers, 2017). Both factors are expressed in only a subset of all mdDA progenitors and precursors. We show that high levels of WNT1/b-catenin signaling in these cells, mediated by RSPO2 and LEF1, suppress their differentiation into mature mdDA neurons. This is achieved through direct binding of LEF1 to conserved WNT-responsive elements (*WREs*) in the murine *Pitx3* promoter and WNT/b-catenin-mediated repression of this promoter. Accordingly, only a caudolateral subset of the mdDA progenitors and precursors responded to WNT1/b-catenin signaling throughout mouse embryonic development. Our results provide a mechanistic explanation *in vitro* for the subset-specific effects and the need of a tight regulation of WNT1/b-catenin signaling during mdDA neuron development. These findings might be explored in future applications of PSC-based protocols for the derivation of specific mdDA neuron subsets *in vitro*.

## Materials and Methods

### Mice

Generation of *BAT-gal, TOPGAL*, and *Lef1*^+/−^ mice (*Mus musculus*) was reported previously (van Genderen et al., 1994; DasGupta and Fuchs, 1999; Maretto et al., 2003). These mice were PCR-genotyped using the *LacZ* and *Lef1* primer pairs listed in Supplementary Table 1. *BAT-gal* and *Lef1*^+ /−^ mice were kept as brother-sister matings on mixed (*B6D2F1* or *129S2/SvPas* x *C57BL/6* for *BAT-gal* and *Lef1*^+ /−^, respectively) or *CD-1* (*TOPGAL*) genetic backgrounds. Generation and genotyping of *Wnt1*^+ /−^ and *En1*^+/*Wnt1*^ mice were described by McMahon and Bradley (1990) and Panhuysen et al. (2004). These mice were kept on a *C57BL/6J* genetic background for more than 10 generations. *CD-1* and *C57BL/6J* mice were provided by the Transgenic Unit, Helmholtz Zentrum München. Heterozygote/hemizygote *Wnt1*^+ /−^; *BAT-gal^+^* and *Lef1*^+ /−^; *BAT-gal^+^* mice were generated by crossing *Wnt1*^+ /−^ and *Lef1*^+ /−^ mice with the transgenic *BAT-gal* mouse line. Homozygote/hemizygote *Wnt1*^–/–^; *BAT-gal^+^* and *Lef1*^–/–^; *BAT-gal^+^* embryos were obtained from intercrosses of heterozygote/hemizygote *Wnt1*^+ /−^ or *Lef1*^+ /−^; *BAT-gal^+^* and *Wnt1*^+ /−^ or *Lef1*^+ /−^; *BAT-gal^–^* mice. Pregnant dams were killed by CO_2_ asphyxiation or cervical dislocation. Collection of embryonic stages of either sex was done from timed-pregnant females; noon of the day of vaginal plug detection was designated as E0.5. This study was carried out in strict accordance with the recommendations in the European Union Directive 2010/63/EU and the Guide for the Care and Use of Laboratory Animals of the Federal Republic of Germany (German Animal Protection Law). The protocol was approved by the Institutional Animal Care and Use Committee (Committee for Animal Experiments and Laboratory Animal Facility) of the Helmholtz Zentrum München. All efforts were made to minimize suffering.

### Laser-Microdissection

The RNA integrity-preserving tissue staining protocol by Brown and Smith (2009) for subsequent Laser-Microdissection (LMD) and microarray analysis was modified as follows: E12.5 *BAT-gal* embryo heads were dissected in ice-cold PBS, fixed for 2 h in 4% PFA at 4°C, incubated in 20% sucrose overnight, embedded in Neg-50 (Thermo Fisher Scientific), frozen in 2-methylbutane on dry ice and stored at −80°C. Consecutive coronal cryosections (20 μm) from the caudal forebrain (diencephalon) and midbrain were mounted on POL frame slides (Leica Microsystems) and stored at −80°C. Mounted sections were post-fixed in acetone at −20°C, dried at 40°C for 1 min, washed twice with cold 2 M NaCl PBS, permeabilized with 0.25% Triton X-100 in 2 M NaCl PBS for 2 h, incubated with primary antibodies [rabbit anti-PITX3 1:100; Thermo Fisher Scientific 38-2850; chicken anti-b-Galactosidase (b-GAL) 1:1000; abcam ab9361] overnight and secondary antibodies (AlexaFluor 594 donkey anti-rabbit IgG and AlexaFluor 488 donkey anti-chicken IgG; Thermo Fisher Scientific; each diluted 1:250 in permeabilization solution at 4°C) for 2 h, washed three times with 2 M NaCl PBS and stored in this solution at 4°C. Immediately before LMD, tissue sections were dehydrated in 70% and 100% ethanol (2 min each), the ROIs were outlined under visual inspection, and tissue fragments corresponding to the WNT/b-catenin-responding mdDA domain or the lateral non-WNT/b-catenin-responding, non-mdDA domain were isolated with an LMD6000 system (Leica Microsystems) and stored at −80°C.

### Microarray Analysis

Total RNA was isolated from the laser-microdissected tissue fragments using the RNeasy FFPE kit (Qiagen), and RNA quality and quantity were determined with the 2100 Bioanalyzer and RNA 6000 Pico kit (Agilent Technologies) following the instructions of the manufacturers. Total RNA (40 ng) from each tissue fraction was amplified with the Ovation PicoSL WTA System V2 in combination with the Encore Biotin Module (Tecan). Amplified cDNAs were hybridized on Mouse Gene 1.0 ST arrays (Affymetrix), and staining and scanning were done according to the Affymetrix expression protocol including minor modifications as suggested in the Encore Biotin protocol. Expression console (Affymetrix) was used for quality control and to obtain annotated normalized RMA gene-level data (standard settings including sketch-quantile normalization). Fluorescence-activated cell sorting (FACS) and microarray analysis of E13.5/E14.5 *Pitx3*^*GFP/+*^ mdDA neurons were reported by Fukusumi et al. (2015).

### Radioactive *in situ* Hybridization

Serial paraffin sections (8 μm) were hybridized with radioactive ([α-^35^S]UTP, Perkin-Elmer) riboprobes as described previously (Brodski et al., 2003; Fischer et al., 2007). *In Situ* Hybridization (ISH) probes used were *Wnt1* (Fischer et al., 2007); *Lmx1a*, *Lef1*, and *Tcf7l2* (Zhang et al., 2015); *Pitx3* (Brodski et al., 2003); *Nurr1* and *Aldh1a1* (Stuebner et al., 2010); *Dkk3* (Monaghan et al., 1999); or newly cloned [*Apcdd1*, *Cck*, *Fgf14*, *Pbx1*, *Rspo2*, *Smarca1*, *Sulf1*, *Sulf2*, *Tcf7*, and *Tcf7l1*] into pCRII-TOPO vector (Thermo Fisher Scientific) by PCR from E10.5 or E12.5 *CD-1* whole embryo or head cDNA using the primer pairs listed in Supplementary Table 1. Images were taken with an Axioplan 2 microscope, AxioCam MRc camera and Axiovision 4.6 software (Zeiss) using bright-field and dark-field optics, and processed with Adobe Photoshop CS5 or CC. Dark-field and bright-field images were pseudocolored in some cases, as indicated in the figure legends.

### Immunohistochemistry/Immunocytochemistry

Immunohistochemistry (IHC) on serial 8 μm paraffin sections and Immunocytochemistry (ICC) on cultured cells were performed as reported previously (Puelles et al., 2004; Peng et al., 2011). Polyclonal antisera used were chicken anti-b-GAL (1:2000; abcam ab9361); rabbit anti-PITX3 (1:300; Thermo Fisher Scientific 38-2850), anti-SOX6 (1:500; abcam ab30455), anti-TH (1:150; Merck Millipore AB152), and anti-LMX1A (1:1000; Merck Millipore ab10533); and goat anti-OTX2 (1:20; R&D Systems AF1979). Monoclonal antibodies (mAbs) used were rabbit anti-LEF1 (C12A5; 1:100; Cell Signaling Technology 2230); mouse anti-TH (1:600; Merck Millipore MAB318); and rat anti-DAT (1:500; Merck Millipore MAB369). The guinea pig anti-SOX6 antibody [1:750; (Panman et al., 2014)] was a kind gift from Dr. J. Muhr (Karolinska Institute, Stockholm, Sweden). All secondary antibodies were fluorescently labeled (AlexaFluor 488/555/594, 1:500; Thermo Fisher Scientific). Cultured cells were counterstained with 4′,6-diamidino-2-phenylindole (DAPI). Fluorescent images were taken with an Axiovert 200 M microscope, AxioCam HRc camera and Axiovision 4.6 software (Zeiss), Olympus IX81 confocal laser-scanning microscope and Fluoview FV1000 2.0b software (Olympus), or DMi8 inverted microscope, DFC9000 GT camera and LAS X 3.0.0 software (Leica Microsystems), and processed with Adobe Photoshop CS5 or CC (Adobe Systems).

### VM Primary Cultures and RSPO2/EdU Treatments

Ventral midbrain (VM) primary cultures were prepared from E11.5 *CD-1* mouse embryos as described by Pruszak et al. (2009) with minor modifications. Briefly, VM tissues were trypsinized for 5 min at 37°C, and 2 × 10^5^ cells/well were plated in a 24-well plate on poly-D-lysine (Merck)-coated coverslips in DMEM/F-12 medium supplemented with 1% penicillin/streptomycin (both from Thermo Fisher Scientific), 10% fetal bovine serum (FBS, PAN Biotech), and 100 μM ascorbic acid (Merck). 1 day (24 h) after plating *in vitro* (1 DIV), cells were incubated in expansion medium for 1 day (2 DIV) and then switched to differentiation medium (Pruszak et al., 2009) for the remaining culture time (3–10 DIV). Concomitant with the change to differentiation medium at 3 DIV, VM primary cells were treated with 2.5–100 ng/ml recombinant human RSPO2 protein [R&D Systems 3266-RS; in 0.1% bovine serum albumin (BSA, Merck)] or 20 μg/ml BSA (0 ng/ml RSPO2 control) for 7 days (10 DIV). After 3 days (at 6 DIV), the medium was replaced by fresh differentiation medium containing different RSPO2 concentrations or BSA. Cells were fixed and processed after 10 DIV for the detection of TH and PITX3 by ICC. In some cases, VM primary cells were incubated with 10 μM 5-ethynyl-2′-deoxyuridine (EdU; Thermo Fisher Scientific) for 2 h before fixation after 1 day (4 DIV) or 3 days (6 DIV) of RSPO2-treatment. Incorporated EdU was detected using the Click-iT EdU AlexaFluor 488 Imaging Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### Cell Countings and Unbiased Stereology

For ICC on VM primary cells, TH and PITX3 single- and double-labeled cells were counted on 1-2 coverslips/treatment/experiment. EdU- per DAPI-positive cells were determined using a CellInsight NXT high content screening platform (50 pictures at 10x magnification) and CellInsight NXT software (Thermo Fisher Scientific). For IHC, LMX1A, SOX6, PITX3, or OTX2 single- and b-GAL/LMX1A, b-GAL/SOX6, b-GAL/PITX3, or b-GAL/OTX2 double-positive cells in the E10.5, E12.5, E14.5, and E17.5 or E18.5 *BAT-gal* VM, respectively, were counted bilaterally on every fourth (E10.5, E12.5), sixth (E14.5), or eighth (E17.5/E18.5) serial coronal midbrain section using Stereo Investigator 5.05.4 (MBF Bioscience) or LAS X 3.0.0 and ImageJ 1.52a (NIH/United States) software. Consecutive serial sections stained for b-GAL and TH were used to outline the mdDA domain in these cases. TH and PITX3 single-labeled cells in the wild-type (*wt*) and *Lef1*^–/–^ VM were evaluated bilaterally by the optical fractionator method on every fourth (E12.5) or eighth (E17.5) serial coronal midbrain section using Stereo Investigator 5.05.4 software. Cell numbers were averaged for each genotype, stage, region or treatment and subjected to tests for the estimation of statistical significance.

### Western Blot

Ventral midbrain and dorsal midbrain (DM) tissues from E12.5 *CD-1* mouse embryos were dissected in ice-cold PBS and homogenized in RIPA buffer [50 mM Tris–HCl pH7.4, 150 mM NaCl, 1% Triton X-100, 0.5% Sodium Deoxycholate, 0.1% SDS, 3 mM EDTA, and protease inhibitors (complete Mini; Merck)]. Total proteins (20 μg per sample, determined with Pierce BCA Protein Assay; Thermo Fisher Scientific) were separated by SDS-PAGE, blotted on Hybond-LFP membranes (Merck) and stripped as described by Fischer et al. (2011). Blots were probed with two different rabbit anti-LEF1 mAbs [C12A5 (#2230) and C18A7 (#2286); 1:1000, Cell Signaling Technology], mouse anti-b-actin (ACTB) mAb (1:5000; abcam ab6276) and HRP-conjugated goat-anti-rabbit (Dianova 111-035-003) and goat-anti-mouse (Dianova 115-035-003) secondary antibodies (each 1:5000), developed in ECL substrate and exposed to Hyperfilm ECL (Merck).

### Prediction of LEF1/TCF Binding Sites/*WREs* in the *Pitx3* Promoter Region

Promoter sequences for *Pitx3* genes were derived from the ElDorado genome database [Genomatix version 12-2016 (NCBI build 38), Germany]. Orthologous promoter sequences from different mammalian species of the Genomatix homology group (mouse, rat, human, chimp, and rhesus monkey) were analyzed using the MatInspector program (Genomatix, Matrix Family Library Version 10.0) to identify potential LEF1/TCF Binding Sites (BSs)/*WREs* and to extract matrix similarities. Conserved BSs/*WREs* were determined with the DiAlign TF program (Genomatix) and by searching for common LEF1/TCF BSs/*WREs* occurring at the same position in (aligned) orthologous *Pitx3* promoter sequences. The *Pitx3* promoter regions were defined as ∼2000 bp upstream, including the proximal region, and ∼500 bp downstream of the transcription start site (TSS).

### Chromatin Immunoprecipitation-PCR

Ventral midbrain tissues were dissected from E11.5 *CD-1* embryos, and Chromatin Immunoprecipitation (ChIP) was done using the EZ-ChIP kit (Merck Millipore 17-371) according to the manufacturer’s instructions. Sheared genomic DNA fragments after sonication with a Sonopuls Sonicator (Bandelin; output setting 60%, 10 times 10 s pulses with 10 s incubation on ice between pulses) were enriched between 200–800 bp. Two different rabbit anti-LEF1 mAbs [C12A5 (#2230) and C18A7 (#2286); 1 μg each, Cell Signaling Technology], anti-RNA Polymerase II antibody (Merck Millipore) or rabbit IgG (rIgG; Jackson ImmunoResearch 78057) were used for ChIP. Purified DNA served as template for PCR amplification of *Pitx3* genomic fragments with the six primer pairs listed in Supplementary Table 1.

### Transfections, Luciferase Reporter Assays and Site-Directed Mutagenesis

HEK-293, COS-7, and SH-SY5Y cells were derived from cell lines available at Helmholtz Zentrum München. HEK-293 cells were STR-genotyped and tested for mycoplasma contamination at Hamm-Lippstadt University of Applied Sciences. HEK-293 and COS-7 cells were kept in DMEM, 10% fetal calf serum (FCS) or FBS (PAN Biotech) and 2 mM L-glutamine; SH-SY5Y cells were kept in DMEM/F-12 (all from Thermo Fisher Scientific) and 15% FCS at 37°C and 5% CO_2_. HEK-293, COS-7 and SH-SY5Y cells (5 × 10^4^ cells/well of a 24-well plate) were transfected with 200 ng/well *BAT-gal* plasmid [Addgene plasmid 20889 (Maretto et al., 2003)] using Lipofectamine 2000 and fixed after 24 h for ICC. Using Lipofectamine 2000 or TurboFect Transfection Reagent (Thermo Fisher Scientific), 5 × 10^4^ or 2 × 10^5^ HEK-293 cells/well of a 24-well plate were co-transfected with 200 ng/well of each reporter construct [*Super8xTOPFlash* or *Super8xFOPFlash* (Lie et al., 2005), or a wild-type or mutagenized 2514 bp mouse *Pitx3* promoter fragment (-2425 to +89) in *pGL3* basic vector (Peng et al., 2011)], 0.1 ng/well *pRL-SV40* (Promega) internal transfection control and *pcDNA3.1* (Thermo Fisher Scientific) “empty” vector to adjust for DNA content; alone or together with 200 ng/well or varying amounts of stabilized *pcDNA3-S33Y b-catenin* [Addgene plasmid 19286, (Kolligs et al., 1999)] with or without 200 ng/well or varying amounts of human *LEF1* cDNA (Waterman et al., 1991), and vice versa, 166 ng/well *pMES-Lmx1a-IRES-eGFP* (Klafke et al., 2016), or 353.8 ng/well *LMX1A* siRNA (#144, Supplementary Table 1). The human *LEF1* cDNA comprises the 399 aa ORF of full-length human LEF1 protein (including the N-terminal b-catenin binding domain) and was confirmed by sequencing (SEQLAB GmbH, Göttingen, Germany). Cells were treated with BSA (20 μg/ml), recombinant human WNT1 (100 ng/ml; PeproTech 120-17), or RSPO2 protein (2.5–250 ng/ml) 1 h post-transfection in some cases, and lysed in Passive Lysis Buffer (Promega) after 24 h. Firefly/Renilla luciferase luminescence was measured in a Centro LB 960 luminometer (Berthold Technologies) or SpectraMax i3x multimode plate reader (Molecular Devices) using the Dual-Luciferase Reporter Assay (Promega) according to the instructions of the manufacturers. Firefly luminescence was normalized to Renilla luminescence for each well, and these values were normalized to the control condition of each experiment, as indicated in the figure legends. Site-directed mutagenesis of the three most conserved and proximal (relative to the TSS) LEF1/TCF BSs/*WREs* (*WRE 1-3*) predicted in the ∼2.5 kb mouse *Pitx3* promoter fragment was done with the mutagenic primers listed in Supplementary Table 1 and the QuikChange Lightning Multi Site-Directed Mutagenesis Kit (Agilent Technologies) according to the manufacturer’s instructions. Mutant *Pitx3* promoter fragments were confirmed by sequencing (SEQLAB GmbH).

### RT-PCR

Total RNA was isolated from HEK-293, COS-7 and SH-SY5Y cells with Trizol Reagent (Thermo Fisher Scientific) or RNeasy Mini Kit (Qiagen), including a DNAse I treatment. 1 μg total RNA was reverse transcribed using Advantage RT-for-PCR Kit (Takara Bio) or Quantitect Reverse Transcription Kit (Qiagen) according to the instructions of the manufacturers. 1.0 or 2.5 μl cDNA were amplified by PCR using the intron-spanning primers and conditions listed in Supplementary Table 1. All assays included negative controls.

### Experimental Design and Statistical Analyses

The LMD and microarray data are duplicates (technical replicates) of laser-microdissected tissue pools from five E12.5 *BAT-gal^+^* embryos. For ICC on cultured cells, five or three independent experiments were evaluated in each case, as indicated in the figure legend. For ChIP-PCR experiments, data are from five independent ChIP experiments (biological replicates), and PCR assays were repeated three times for each experiment (technical replicates). The luciferase reporter assays were performed in triplicates (technical replicates), and data are derived from three to seven independent experiments (biological replicates), as indicated in the figure legends. For IHC and ISH, mutant [homozygote (*-/-*) or hemizygote *BAT-gal^+^*] embryos were compared to their *wt* [homozygote (*+/+*) and heterozygote (*+/-*) or hemizygote *BAT-gal^–^*] littermates and at least 3 embryos from at least 2 different litters were analyzed for each probe, genotype and stage, unless stated otherwise. For microarrays, statistical analyses were performed with the statistical programming environment R (R Core Team, 2013) implemented in CARMAweb (Rainer et al., 2006). Gene-wise testing for differential expression was done using the limma paired *t*-test and Benjamini-Hochberg multiple testing correction [false discovery rate (FDR) < 10%]. Heat maps were generated with R. Genes associated with the WNT receptor signaling pathway were obtained from canonical pathways and pathway associations from GePS software (Genomatix). All other values are mean ± s.e.m. For comparison of two groups in the unbiased stereological quantifications, the Welsh *t*-test for unequal variances was applied using the R software with the nlme package (R Core Team, 2013). All other statistical analyses were done with GraphPad Prism 5/8 or IBM SPSS Statistics 25 software. The effects of experimental factors with more than two levels and the effect of two or more experimental factors were analyzed with one-way or two-way ANOVA, depending on the number of factors. For quantifications of single- and double-positive VM primary cells/coverslip, two-way ANOVA for repeated measurements followed by Bonferroni’s posttests was applied. Kruskal–Wallis with Dunn’s multiple comparisons *post hoc* tests and two-tailed unpaired *t*-tests were applied for comparison of individual factors, and one-way ANOVA followed by Bonferroni’s multiple comparisons *post hoc* tests were applied for comparison of all factors in an experiment. Luciferase assays with the *wt* and mutant mouse *Pitx3* promoter and different WNT/b-catenin signaling conditions were analyzed by Wilcoxon–Mann–Whitney test.

## Results

### Transcriptome Profiling of the WNT/b-Catenin-Responding mdDA Domain in the E12.5 *BAT-gal^+^* Mouse VM

To identify downstream effectors and potential targets as well as modulators of WNT/b-catenin signaling in mdDA cells, we laser-microdissected and transcriptome-profiled the WNT/b-catenin-responding mdDA domain in the midgestational (E12.5) mouse embryo. At this embryonic stage, WNT/b-catenin signaling is fully active in the mouse VM (Fukusumi et al., 2015). We used the *BAT-gal* mouse, in which nuclear b-GAL protein is expressed upon activation of a minimal promoter containing seven multimerized LEF1/TCF BSs by a “canonical” (b-catenin-mediated) WNT signal (Maretto et al., 2003). The WNT/b-catenin-responding (b-GAL^+^) mdDA domain was co-labeled with PITX3 for unambiguous identification and isolated from the VM of five E12.5 *BAT-gal^+^* embryos (Figure 1A). A non-WNT/b-catenin-responding and non-mdDA (b-GAL^–^/PITX3^–^) domain at the alar-basal boundary (ABB) was laser-microdissected and profiled in the same experiment to enrich for specific transcripts of the WNT/b-catenin-responding mdDA domain (Figure 1A). This strategy resulted in a strong concordance of the global transcriptome between the laser-microdissected WNT/b-catenin-responding mdDA domain and FACS-sorted *Pitx3*^*GFP/+*^ mdDA precursors/neurons reported previously (Fukusumi et al., 2015; Figures 1B,C and data not shown). 

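The mdDA domain and the lateral domain were each profiled from tissue of 5 embryos at E12.5, with 2 arrays per domain (Affymetrix Mouse Gene ST). The authors deposited gene-level log2 values obtained with RMA, which corrects the background, normalizes all arrays to one distribution and summarizes the probes of each probe set. The values were used as deposited, and the median log2 value was 4.60 and 4.57 on the mdDA arrays and 4.60 on both lateral arrays. Across probe sets, the correlation between the arrays of a pair was 0.98 for each domain. The paper calls the 2 arrays of a domain technical replicates, so no p-value here measures the spread between embryos. Differences were tested with a paired limma test and Benjamini-Hochberg adjustment at a false discovery rate below 10%, as in the paper. The paper does not state what pairs the arrays or which probe sets entered the adjustment. Here the replicate number was the block and the adjustment ran over all probe sets. The paired fit rests on differences between same-numbered arrays, although the numbers did not visibly pair them (correlation of deviations -0.015). Its standard error can lie below the spread between arrays. For *Dlk1* it was 0.152 with array SDs of 0.370 (mdDA) and 0.491 (lateral), and for *Isl1* 0.146 with 0.375 and 0.372. At this threshold 541 probe sets were higher and 390 were lower in the mdDA domain. These counts depend on the fit. They were 829 and 605 with no replicate block and 1342 and 1160 when only the 21789 probe sets with 1 gene symbol were tested. With 3 arrays and no block, 16 probe sets passed without mdDA replicate 1, 15 without mdDA replicate 2, 135 without lateral replicate 1 and 170 without lateral replicate 2. Fewer of the genes named here were called in these fits than in the paired fit with 4 arrays. Each of these fits leaves 1 array in a domain, so its spread comes only from the 2 technical arrays of the other domain. A drop therefore cannot be assigned to the array left out.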

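Transcripts of the alar plate and of GABAergic neurons were overrepresented in the lateral domain. Of 9 measured alar plate genes 7 were lower in the mdDA domain and none was higher (8 lower when adjusted over the list alone). *Dbx1* had a log2 level of 8.71 ± 0.016 (SD, n = 2 arrays) in the lateral domain and 4.52 ± 0.26 (SD, n = 2) in the mdDA domain, and *Pax3* differed by -3.09 on the log2 scale (standard error 0.16, adjusted p = 0.0241 from limma). Of 13 GABAergic genes 8 were lower (11 when adjusted over the list alone), among them the transcription factor genes *Tal2* (log2 difference -4.97) and *Gata3* (-3.98) and *Gad2*, which encodes a GABA-synthesizing enzyme (-3.04). Cell division genes were also lower in the mdDA domain. Of 24 measured members 11 passed the test and none was higher (23 lower when adjusted over the list alone), with *Mki67* at -1.94 and *Top2a* at -1.89, although the dimmer of 2 *Top2a* probe sets did not pass (adjusted p = 0.272 from limma). Neural progenitor genes had 3 of 13 members lower (6 when adjusted over the list alone), namely *Sox9* (-1.71), *Sox2* and *Notch1* (-1.12). NOTCH pathway genes had 1 of 13 lower (9 lower and 1 higher when adjusted over the list alone). Of 9 SHH-related genes, *Gli3*, *Boc* and *Gli2* were lower (8 when adjusted over the list alone). The other 6 did not pass, among them *Gli1* (-0.58), *Ptch1* (-0.35) and *Hhip* (-0.54). The level of SHH signaling was not tested by this list. *Gli3* is also on the alar plate list, and *Notch1* is on both the progenitor and the NOTCH list, so the lists are not independent. *Boc*, a SHH co-receptor gene, was at -2.57. The mdDA levels of *Dbx1* (4.52), *Pax3* (3.83), *Tal2* (3.99) and *Boc* (4.4) lay below the mdDA array medians of 4.60 and 4.57. No detection level was set, so the size of these falls is uncertain. As sets, all 6 lists were lower than the other probe sets in camera with a preset correlation, with adjusted p from 5.22e-20 for cell division to 4.35e-04 for the NOTCH pathway. With an estimated correlation the adjusted p = 0.349 for each of them. That test has 1 residual degree of freedom in the paired fit, and none of the 31 lists passed there. The estimated correlations of these 6 lists lay from -0.111 to 0, below the preset 0.01. The loss of these calls therefore cannot be assigned to correlation between genes. The test with an estimated correlation does not decide for any list between the 2 domains.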

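Most probe sets that separated the 2 dissected domains lay nearer to the mdDA domain in the sorted neurons. Of the 931 probe sets called between the domains, 737 (79.2%) were closer to the mdDA domain than to the lateral domain at E13.5 and 768 (82.5%) at E14.5. *Kcnk9*, a potassium channel gene, had a log2 level of 9.12 in the mdDA domain, 9.77 at E13.5 and 9.45 at E14.5, against 4.57 in the lateral domain. *Cartpt*, a neuropeptide gene, did not follow this pattern, with 9.46 in the mdDA domain but 5.04 and 4.71 in the sorted neurons and 4.83 in the lateral domain. The sorted GFP-expressing cells came from *Pitx3* GFP/+ embryos, with 2 arrays at E13.5 and 2 at E14.5, whose median log2 values of 4.39 lay below those of the dissected tissue. Across all probe sets, which are not independent replicates, the Pearson correlation of mean log2 levels between the mdDA domain and sorted neurons was 0.966 at E13.5 and 0.962 at E14.5. The lateral domain reached 0.948 and 0.943 with the same neurons, and the 2 dissected domains reached 0.976 with each other. Over the called probe sets alone the mdDA domain had correlations of 0.876 and 0.879 with the sorted neurons and the lateral domain 0.492 and 0.466. Differences from the lateral domain correlated at 0.574 between the mdDA domain and E13.5 neurons, where unchanged groups measured against the same lateral arrays gave 0.500 in 20 simulations. With a different lateral array for each group, from the same pool, the correlation was 0.402 to 0.405 at E13.5 and 0.398 to 0.407 at E14.5. With the shared arrays the covariance at E13.5 was 0.154, against 0.0350 in the simulations. Of 541 probe sets higher in the mdDA domain, 331 were also higher at E13.5 (50.7 for independent lists), and part of this overlap may come from the shared lateral arrays. The paper states a strong concordance of the global transcriptome from these arrays.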

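Genes of dopamine synthesis and transport, of the floor plate and of the mdDA transcription factor network were higher in the mdDA domain. Of 12 measured genes of dopamine synthesis and transport 6 were higher and none was lower (6 when adjusted over the list alone). *Th*, which encodes the rate-limiting enzyme of dopamine synthesis, had a log2 level of 9.20 ± 0.11 (SD, n = 2 arrays) in the mdDA domain and 5.34 ± 0.33 (SD, n = 2) in the lateral domain, a 14.6-fold difference (adjusted p = 0.0224 from the paired limma test). *Ddc*, the gene of the decarboxylase that follows TH, was 18.6-fold higher, the vesicular transporter gene *Slc18a2* 8.87-fold and the dopamine transporter gene *Slc6a3* 2.32-fold. The log2 level of *Ddc* in the lateral domain was 3.67, below the array median of 4.60. No detection level was set, so the size of this rise is uncertain. Of 10 floor plate genes 8 were higher (10 when adjusted over the list alone), including *Foxa1* (11.7-fold), *Foxa2* (10.9-fold) and the axon guidance gene *Slit2* (12.3-fold). Of 15 transcription factor genes 9 were higher and 1 was lower (10 and 3 when adjusted over the list alone). *Nr4a2* rose 13.1-fold, *En1* 10.7-fold, *En2* 9.01-fold and *Lmx1b* 2.88-fold, and the member that was lower was *Otx2* (log2 difference -1.62, adjusted p = 0.0623 from limma). *Ret* was 4.55-fold and *Cxcr4* 2.24-fold higher. Pan-neuronal genes had 5 of 15 members higher (8 when adjusted over the list alone), with *Nefl* at 3.71-fold and *Mapt* at 3.34-fold, and synaptic vesicle genes 3 of 13 (10 when adjusted over the list alone), with *Sv2b* at 3.92-fold. In camera the adjusted p was 9.64e-07 for dopamine genes, 2.04e-16 for the floor plate, 3.64e-08 for transcription factors, 8.70e-09 for pan-neuronal and 2.18e-09 for synaptic vesicle genes, and with an estimated correlation the adjusted p = 0.349 for each. Of the 24 genes of Figure 1B analysed here, a list chosen on these arrays and so not independent evidence, 21 were higher (24 when adjusted over the list alone). The 3 that did not pass were *Shh* (log2 difference 0.95, adjusted p = 0.151), *Pitx3* (0.67, adjusted p = 0.228) and *Ferd3l* (0.61, adjusted p = 0.204, all from limma), and these 3 passed when only probe sets with 1 gene symbol were tested.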

As expected, many mdDA- or FP-related transcripts [e.g., *Ddc* (*Aadc*), *Th*, *Nr4a2* (*Nurr1*), *Foxa1*/*2* (*Hnfa*/*b*), *En1*/*2*, *Slc18a2* (*Vmat2*), *Lmx1a*, *Ret*, *Wnt5a*, *Dlk1*, *Lmx1b*, *Slc6a3* (*Dat*), *Cxcr4*, *Shh*, *Pitx3*, and *Ferd3l* (*Nato3*) (Arenas et al., 2015)] were significantly (FDR < 10%) and at least 1.5- up to 18-fold enriched in the WNT/b-catenin-responding mdDA domain relative to the lateral non-WNT/b-catenin-responding and non-mdDA domain (Figure 1B). 

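WNT signaling-associated genes went in both directions between the domains. Of 19 measured WNT ligand genes only *Wnt5a*, a ligand known for b-catenin-independent signaling, was higher in the mdDA domain (log2 difference 2.14, adjusted p = 0.0345 from the paired limma test) and none was lower (1 and 0 when adjusted over the list alone). *Wnt1* had log2 levels of 3.84 and 3.62 in the mdDA and lateral domains, a difference of 0.22 that did not pass (adjusted p = 0.623 from limma). Both *Wnt1* levels lay below the array medians of 4.57 to 4.60, and no detection level was set. The test therefore cannot decide whether *Wnt1* differed between the domains. The same holds for other ligand genes below these medians in both domains, such as *Wnt3a* (4.11 and 3.81), *Wnt3* (3.45 and 3.46) and *Wnt11* (3.82 and 3.90). Others, such as *Wnt4* (5.76 and 5.58) and *Wnt7b* (5.73 and 6.26), lay above the medians in both domains. Of 22 receptor genes *Fzd1* (log2 difference -1.73), *Fzd2* (-1.31), *Lgr4* (-1.17) and *Fzd8* (-1.03) were lower and none was higher (4 lower when adjusted over the list alone). Extracellular modulators had 4 of 21 members higher and 2 lower (6 and 2 when adjusted over the list alone). The lower ones were the antagonist genes *Sfrp1* (4.27-fold lower) and *Sfrp2* (3.12-fold lower). The mdDA levels of *Sfrp1* (3.85) and of the receptor gene *Fzd8* (4.17) lay below the array medians of 4.60 and 4.57. No detection level was set, so the size of the falls of *Sfrp1* and *Fzd8* is uncertain. Of 13 measured WNT/b-catenin targets 1 was higher and 2 were lower (3 and 2 when adjusted over the list alone), of which *Ccnd1*, a cyclin gene, differed by -2.45, and *Axin2* had a difference of -0.027 (adjusted p = 0.975 from limma). Of 15 genes of LEF1/TCF factors and their co-factors 4 were lower and none was higher (6 lower and 2 higher when adjusted over the list alone), with the co-repressor gene *Tle4* at -1.22. The adjusted p from camera was 0.0556 for receptors and 0.0570 for the LEF1/TCF group, both lower, 0.0417 for modulators, which were higher, and 0.360 for both ligands and targets. With an estimated correlation the receptors, modulators and LEF1/TCF group each had adjusted p = 0.418. The median of the targets was 0.19 and their mean -0.11. Of the 45 genes of Figure 1C analysed here, which were chosen on these arrays and so are not independent evidence of direction, 5 were higher and 17 lower (17 and 28 when adjusted over the list alone). *Cdk14* (4.28-fold) and *Ptpru* (4.06-fold) had the next largest rises after *Wnt5a*. In camera this list was lower (adjusted p = 0.00123, and adjusted p = 0.349 with an estimated correlation). When only probe sets with 1 gene symbol were tested, 17 were higher and 28 lower.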

Notably, far fewer WNT signaling-associated transcripts were enriched in the WNT/b-catenin-responding mdDA domain relative to the lateral domain (Figure 1C).

**FIGURE 1:**
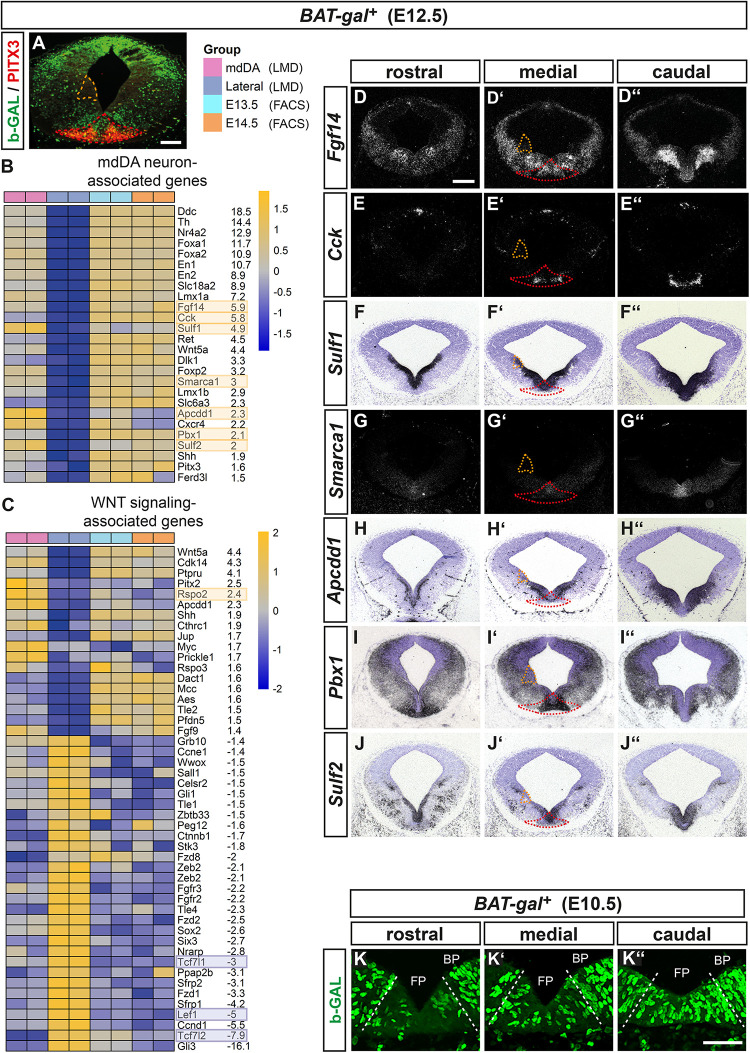
Transcriptome profiling of the WNT/b-catenin-responding mdDA domain in the E12.5 *BAT-gal^+^* mouse VM. **(A)** Representative coronal section at medial midbrain level of an E12.5 *BAT-gal^+^* embryo, immunostained with antibodies against b-GAL (green), and PITX3 (red). Red broken line delimits the WNT/b-catenin-responding mdDA domain, orange broken line delimits the lateral non-WNT/b-catenin-responding non-mdDA domain, which were laser-microdissected and used for the comparative microarray-based transcriptome analysis. Right side depicts the legend for the heat map analysis of differentially regulated genes (FDR < 10%) in the laser-microdissected (LMD) WNT/b-catenin-responding mdDA domain (mdDA) relative to the lateral non-WNT/b-catenin-responding non-mdDA domain (Lateral). Data of FACS-sorted GFP-expressing mdDA neurons from E13.5 and E14.5 *Pitx3*^*GFP/+*^ embryos (E13.5, E14.5) are shown in addition. Two technical replicates were analyzed for each sample. **(B,C)** Heat maps representing expression levels (yellow: overrepresented; blue: underrepresented) of selected mdDA neuron-associated **(B)** or WNT signaling-associated **(C)** genes in the laser-microdissected WNT/b-catenin-responding mdDA domain relative to the lateral non-WNT/b-catenin-responding non-mdDA domain and FACS-sorted E13.5/E14.5 *Pitx3*^*GFP/+*^ mdDA neurons. Average fold-changes shown are WNT/b-catenin-responding mdDA domain vs. lateral non-WNT/b-catenin-responding non-mdDA domain. Yellow and blue boxes denote the genes whose expression patterns were analyzed *in situ*. **(D–J”)** Representative cresyl violet-stained coronal sections (dorsal top) at different rostrocaudal levels of the *BAT-gal^+^* midbrain at E12.5, hybridized with riboprobes for *Fgf14* **(D–D”)**, *Cck* **(E–E”)**, *Sulf1* **(F–F”)**, *Smarca1* **(G–G”)**, *Apcdd1* **(H–H”)**, *Pbx1* **(I–I”)**, and *Sulf2* **(J–J”)**. **(D–E”,G–G”)**, dark-field images. **(K–K”)** Representative close-up views of the VM on coronal sections (dorsal top) at different rostrocaudal levels of the *BAT-gal^+^* midbrain at E10.5, immunostained for b-GAL (green). Broken white lines delimit the FP from BP. Scale bars: 200 μm **(A,D)**; 50 μm **(K”)**.

To validate this approach, we determined the expression pattern of several transcripts overrepresented in the WNT/b-catenin-responding mdDA domain, including genes with confirmed expression in the mouse VM or mdDA domain [*Fgf14* (Wang et al., 2000), cholecystokinin (*Cck*; Jacobs et al., 2011), *Sulf1*/*2* (Ratzka et al., 2010), *Apcdd1* (*Drapc1*; Jukkola et al., 2004)], and function in mdDA neuron development [*Smarca1* (*Snf2l*; Metzakopian et al., 2015), *Pbx1* (Villaescusa et al., 2016)]. 

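On the arrays, *Fgf14*, *Sulf1*, *Sulf2* and *Apcdd1* were each higher in the mdDA domain than in the lateral domain. *Fgf14*, a member of the fibroblast growth factor family, had a log2 level of 7.04 in the mdDA domain and 4.48 in the lateral domain, a difference of 2.56 (standard error 0.15, adjusted p = 0.0301 from the paired limma test). The heparan sulfate 6-O-endosulfatase gene *Sulf1* differed by 2.29 (adjusted p = 0.0333) and its relative *Sulf2* by 1.03 (adjusted p = 0.0852, both from limma). *Sulf1* had a log2 level of 6.17 and *Sulf2* of 7.92 in the lateral domain. *Apcdd1*, a WNT antagonist gene, was higher by 1.19 (adjusted p = 0.0720 from limma). In the sorted neurons *Sulf1* was lower than in the mdDA domain (log2 difference -1.01), as was *Apcdd1* (-0.71) with adjusted p = 0.0184 and 0.0129 from limma over 8 arrays, while stage, strain and isolation also differed between these samples.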

All transcripts were detected within the midbrain FP but none (except for *Sulf1*) in the lateral domain at the ABB, thus confirming their selective enrichment in the mouse VM/mdDA domain (Figures 1D–J”). 

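*Cck*, *Smarca1* and *Dlk1* were higher in the mdDA domain than in the lateral domain. *Cck*, which encodes the neuropeptide cholecystokinin, had a log2 level of 7.06 in the mdDA domain and 4.51 in the lateral domain (difference 2.55, standard error 0.16, adjusted p = 0.0332 from the paired limma test). *Dlk1*, which encodes a transmembrane protein related to NOTCH ligands, differed by 1.74 (adjusted p = 0.0453) and the chromatin remodeler gene *Smarca1* by 1.59 (adjusted p = 0.0675, both from limma). In the sorted neurons *Cck* reached log2 levels of 9.57 at E13.5 and 9.60 at E14.5, and *Dlk1* reached 10.4 and 10.1. Both were higher there than in the mdDA domain, by 2.52 (adjusted p = 6.90e-04) for *Cck* and 2.25 (adjusted p = 0.00505, both from limma over 8 arrays) for *Dlk1*. *Smarca1* differed from the mdDA domain by 0.21 in the same test, which did not pass (adjusted p = 0.428). The arrays hold whole domains, so they give no position within the VM.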

Notably, some genes overrepresented in the WNT/b-catenin-responding mdDA domain were expressed either exclusively or prominently in the mediocaudal VM [*Cck* (Figures 1E–E”), *Smarca1* (Figures 1G–G”), and *Dlk1* [Figure 1C; (Veenvliet and Smidt, 2014)]. This expression pattern suggested that the WNT/b-catenin-responding mdDA cells belong to a mediocaudal progenitor/precursor subset. Indeed, b-GAL^+^ (WNT/b-catenin-responding) cells were detected mostly in the FP of the medial and caudal *BAT-gal^+^* midbrain at E10.5 (Figures 1K–K”).

### RSPO2-Mediated Activation of WNT1/b-Catenin Signaling Inhibits the Differentiation of PITX3^+^ mdDA Neurons *in vitro*

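*Rspo2*, which encodes a secreted enhancer of WNT signaling, was 2.35-fold higher in the mdDA domain. Its log2 level was 4.67 in the lateral domain and higher by 1.23 in the mdDA domain (standard error 0.16, adjusted p = 0.0720 from the paired limma test). In the sorted neurons it stood at 5.22 at E13.5 and 4.86 at E14.5, a log2 difference of -0.86 from the mdDA domain (adjusted p = 0.0187 from limma over 8 arrays). *Rspo3*, another member of the family, had a log2 difference of 0.69 between the domains and did not pass (adjusted p = 0.256 from limma). As a gene of Figure 1C, *Rspo3* passed when only probe sets with 1 gene symbol were tested. Among the receptors of R-spondins, *Lgr5* had log2 levels of 3.82 and 3.92 in the mdDA and lateral domains and *Znrf3* had 4.95 and 4.82. Neither passed the test, while *Lgr4* passed and was 2.26-fold lower in the mdDA domain. Both *Lgr5* levels lay below the array medians of 4.57 to 4.60. No detection level was set, so the test cannot decide for *Lgr5*.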

Among the genes with known functions in the WNT signaling pathway, *Rspo2* was significantly (FDR < 10%) enriched by approx. 2.4-fold in the WNT/b-catenin-responding mdDA domain (Figure 1C). *Rspo2* is an activator of WNT/b-catenin signaling, regulated by LMX1A, and expressed in the developing mouse VM (Kim et al., 2008; Hoekstra et al., 2013; Gyllborg et al., 2018). At E10.5 and E12.5, *Rspo2* was transcribed in bilateral stripes within the *Lmx1a*^+^ FP, overlapping with the bilateral *Wnt1* expression domain in the lateral FP (lFP) and sparing the medial FP (mFP) in the mouse midbrain (Figures 2A–G”). Interestingly at E12.5, when VZ/SVZ and mantle zone (MZ) are clearly distinguishable (Figure 2D”), a gap was detected between *Rspo2* and *Pitx3* expression (Figures 2E–E”,H–H”; inset in Figure 2H’). These data suggested that *Rspo2* is involved in the activation or enhancement of WNT1-mediated signaling in *Lmx1a*^+^ mdDA progenitors within the VZ/SVZ, but has to be downregulated in these progenitors as soon as they begin to differentiate into postmitotic *Lmx1a*^+^ and *Pitx3*^+^ mdDA precursors and neurons in the mouse VM.

**FIGURE 2:**
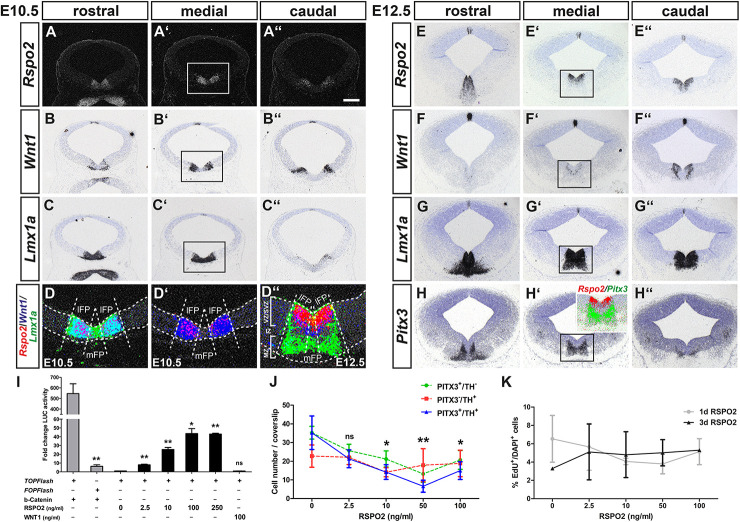
RSPO2-mediated activation of WNT1/b-catenin signaling inhibits the differentiation of PITX3^+^ mdDA neurons *in vitro*. **(A–H”)** Representative coronal overviews **(A–C”,E–H”)** at different rostrocaudal levels of the midbrain (dorsal top) from *CD-1* embryos at E10.5 **(A–D’)** and E12.5 **(D”–H”)**, hybridized with riboprobes for *Rspo2* **(A–A”,E–E”)**, *Wnt1* **(B–B”,F–F”)**, *Lmx1a* **(C–C”,G–G”)**, and *Pitx3* **(H–H”)**. **(A–A”)** dark-field images. (**D–D”**, inset in **H’**), pseudocolored overlays of consecutive medial midbrain sections (higher magnification dark- or bright-field views of boxed areas in **A’–C’** and **E’–H’**, respectively), hybridized with probes for *Rspo2* (red), *Wnt1* (blue), and *Lmx1a* (green; **D–D”**) or *Pitx3* (green; inset in **H’**), overlapping expression domains appear in magenta (red/blue), cyan (blue/green), or yellow (red/green). Broken white lines in **(D–D”)** outline the neuroepithelium and delimit lFP from mFP; white lines in **(D”)** delimit VZ/SVZ from IZ and MZ. **(I)** Fold change of luciferase (LUC) activity in HEK-293 cells (relative to only BSA-treated cells, set as 1) after transfection with *TOPFlash* or *FOPFlash* reporter and *S33Y-b-catenin*, or *TOPFlash* reporter and treatment with 10 μg BSA, increasing amounts of RSPO2 (2.5–250 ng/ml) or 100 ng/ml WNT1 protein [*n* = 3 independent experiments; statistical testing for significance between *TOPFlash* and *FOPFlash* + b-catenin (*t* = 5.8, df = 4, *P* = 0.0044, and unpaired *t*-test) or in relation to only BSA-treated cells]. **(J)** Quantification of PITX3^+^/TH^–^ (green line), PITX3^–^/TH^+^ (red line), and PITX3^+^/TH^+^ (blue line) cells after treatment of VM primary cultures with BSA (10 μg) or increasing amounts of RSPO2 protein (2.5–100 ng/ml) for 7 days (10 DIV) [*n* = 5 independent experiments; statistical testing for significance only shown for double-positive cells in relation to BSA-treated cultures in two-way ANOVA for repeated measurements followed by Bonferroni’s posttests; F(4,36) = 6.28, *P* = 0.0024]. **(K)** Quantification of EdU^+^ per DAPI^+^ cells after treatment of VM primary cultures with BSA (10 μg) or increasing amounts of RSPO2 protein (2.5–100 ng/ml) for 1 day (4 DIV, gray line) or 3 days (6 DIV, black line) [*n* = 3 independent experiments; no significant change of EdU^+^/DAPI^+^ cells in relation to only BSA-treated cells in two-way ANOVA for repeated measurements followed by Bonferroni’s posttests; F(4,19) = 0.24]. *P < 0.05; **P < 0.005; and ns, not significant. Scale bar: 200 μm **(A”)**.

To test this hypothesis, we first determined whether increasing amounts of soluble RSPO2 protein (2.5–250 ng/ml) activated a *TOPFlash* reporter for “canonical” WNT/b-catenin signaling in a dose-dependent manner in WNT/b-catenin-responding HEK-293 cells (see Supplementary Figure 2). This was indeed the case, peaking at 100 ng/ml RSPO2 with a 44 ± 5.6-fold increase of luciferase activity compared to untreated cells (Figure 2I). RSPO2-mediated activation of WNT/b-catenin signaling was not as effective as a constitutively active (stabilized) *S33Y-b-catenin* (545 ± 93-fold increase), but clearly recognizable in contrast to soluble WNT1 protein, which did not activate the *TOPFlash* reporter at a concentration normally promoting mdDA differentiation (Joksimovic et al., 2009; Fukusumi et al., 2015; Figure 2I). Next, we treated differentiating VM primary cells with increasing RSPO2 concentrations *in vitro*. Increasing amounts of RSPO2 led to a dose-dependent and significant decrease of PITX3^+^/TH^+^ double-positive cells (maturing mdDA neurons) and PITX3^+^/TH^–^ single-positive mdDA precursors in these cultures, peaking at 50 ng/ml RSPO2 (Figure 2J and Supplementary Figure 1). Notably, the ICC signal intensity of nuclear PITX3 protein appeared to be reduced in cells treated with increasing RSPO2 concentrations (Supplementary Figure 1). The PITX3^–^/TH^+^ single-positive cell numbers, by contrast, remained almost constant in the RSPO2-treated cultures (Figure 2J and Supplementary Figure 1). The reduced differentiation of PITX3^+^/TH^+^ mdDA neurons by increasing amounts of RSPO2 was not due to an increase in proliferation of VM progenitors (EdU^+^ cells) in these cultures (Figure 2K). Our results thus suggest that RSPO2 activates or enhances WNT1/b-catenin signaling in LMX1A^+^ mdDA progenitors and at the same time inhibits their (premature) differentiation into PITX3^+^/TH^+^ mdDA neurons. Transcription of *Rspo2* must therefore be downregulated at the transition from a PITX3^–^ mdDA progenitor to a PITX3^+^ mdDA precursor in the IZ of the murine VM.

### WNT1/b-Catenin-Responsiveness in the Mouse VM Is Mediated by the Activating LEF/TCF Family Member LEF1

Wingless-type MMTV integration site family member 1 (WNT1) and RSPO2 are secreted molecules, whose activity might not be confined to the *Wnt1*- and *Rspo2*-expressing cells in the VZ/SVZ of the lFP. Therefore, we focused on those genes that might identify the WNT/b-catenin-responding mdDA progenitors and precursors in the mouse VM. Strong candidates in this context were the DNA-binding proteins of the LEF1/TCF family. They are the last and crucial component that mediate the activating or repressing effects of this signaling pathway on WNT target gene transcription upon binding of the co-activator b-catenin or of other co-repressors, respectively (Nusse and Clevers, 2017). Three members of this family, *Lef1*, *Tcf7l1* (*Tcf3*), and *Tcf7l2* (*Tcf4*), were overrepresented in the non-WNT/b-catenin-responding and non-mdDA domain in the lateral midbrain relative to the WNT/b-catenin-responding mdDA domain (Figure 1C). 

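*Lef1*, *Tcf7l1* and *Tcf7l2* were all lower in the mdDA domain than in the lateral domain. *Lef1* had log2 levels of 5.75 and 5.80 on the mdDA arrays and of 8.11 on both lateral arrays, a difference of -2.33 (standard error 0.15, adjusted p = 0.0326 from the paired limma test). *Tcf7l2* showed the largest difference, with 6.47 in the mdDA domain and 9.45 in the lateral domain (-2.98, adjusted p = 0.0241 from limma). *Tcf7l1* differed by -1.59 (standard error 0.18, adjusted p = 0.0623 from limma). In the sorted neurons *Lef1* was at 5.33 at E13.5 and 4.82 at E14.5 and *Tcf7l1* at 4.44 and 4.64, both lower than in the mdDA domain (log2 differences -0.70 and -0.71, adjusted p = 0.0274 and 0.0244 from limma over 8 arrays). *Tcf7l2* was higher in the sorted neurons than in the mdDA domain, at 8.30 and 7.56 (log2 difference 1.46, adjusted p = 0.00212 from the same test). *Ctnnb1*, the b-catenin gene, had log2 levels of 8.42 in the mdDA domain and 9.14 in the lateral domain and did not pass (adjusted p = 0.146 from limma). It passed, as did all 45 genes of Figure 1C analysed here, when only probe sets with 1 gene symbol were tested.

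**Figure D1:**
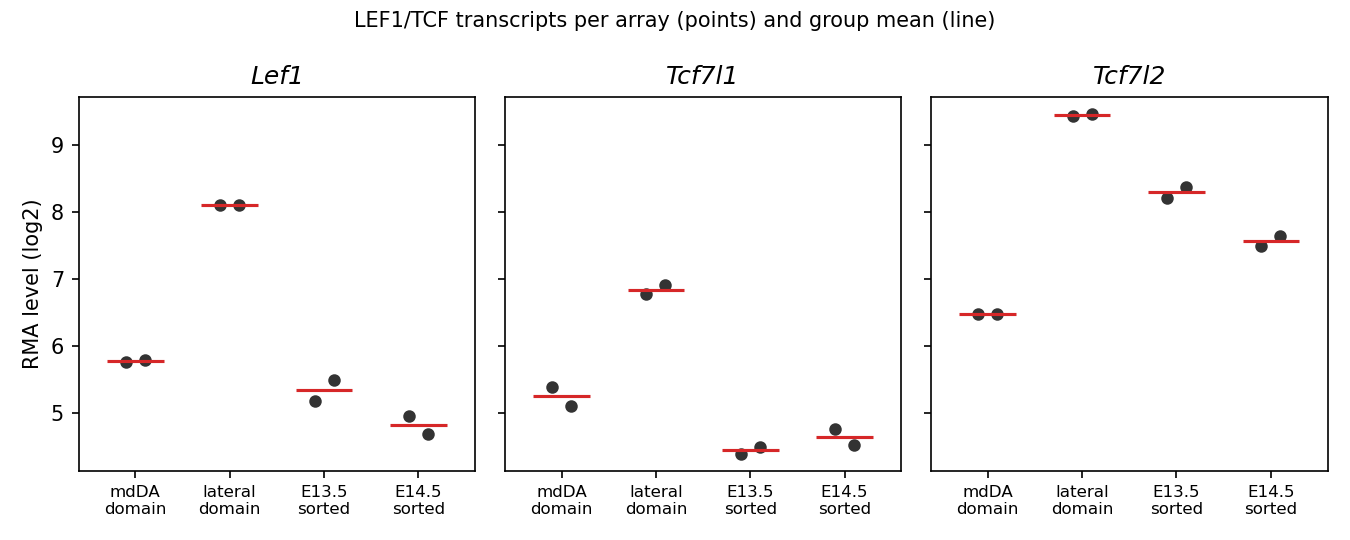
Log2 RMA levels of Lef1, Tcf7l1 and Tcf7l2 (y axis) in the mdDA domain, the lateral domain and sorted neurons of E13.5 and E14.5 (x axis), with a point per array and a line at each group mean. For all 3 genes both lateral arrays lie above both mdDA arrays, and the Tcf7l2 points of the sorted neurons lie between 7.49 and 8.38.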

LEF1 is a b-catenin-dependent activator of WNT target genes (Mao and Byers, 2011). Both *Lef1* mRNA and LEF1 protein were expressed prominently in a bilateral domain sparing the *Aldh1a1*^+^, *Lmx1a*^+^, and SOX6^+^ mFP but encompassing the *Wnt1*^+^ lFP and the adjacent OTX2^+^ basal plate (BP) in the E10.5 and E12.5 mouse VM (Figures 3A,E,F,J,O–S’). Notably, LEF1 expression was mostly restricted to the WNT/b-catenin-responding (b-GAL^+^) cells in the VZ/SVZ of the E12.5 *BAT-gal^+^* VM, and downregulated at the transition from the PITX3^+^ but TH^–^ IZ (containing the mdDA precursors) to the TH^+^/PITX3^+^ MZ (harboring the mdDA neurons; Figures 3T–U). At E17.5, *Lef1* mRNA was detected exclusively in the DM (superior colliculi; Figure 3K). *Tcf7l1* is a b-catenin-independent repressor of WNT target genes (Mao and Byers, 2011), and exhibited a widespread and weak expression in the entire VM at E10.5 (Figure 3C). From E12.5 onward, its transcription became restricted to the mesencephalic VZ/SVZ around the 3rd ventricle (aqueduct; Figures 3H,M). *Tcf7l2* is a context-dependent activator or repressor of WNT target genes (Mao and Byers, 2011). Its expression in the mouse midbrain initiated around E12.5 and was confined to the dorsolateral midbrain (ABB and alar plate; Figures 3D,I,N). The fourth *Lef1*/*Tcf* transcript, *Tcf7* (*Tcf1*), was not detected in neural tissues of the developing mouse midbrain (Figures 3B,G,L). These analyses confirmed the microarray data (Figure 1C) and revealed that *Lef1* and *Tcf7l1* are the only LEF1/TCF members transcribed in the murine VM at the relevant stages for mdDA neurogenesis. Moreover, they indicated that LEF1 expression is confined to an mdDA progenitor subset in the lFP, which also appears to be the WNT/b-catenin-responding (b-GAL^+^) subset in the *BAT-gal^+^* VM (compare Figures 3P–Q’, 1K–K”).

**FIGURE 3:**
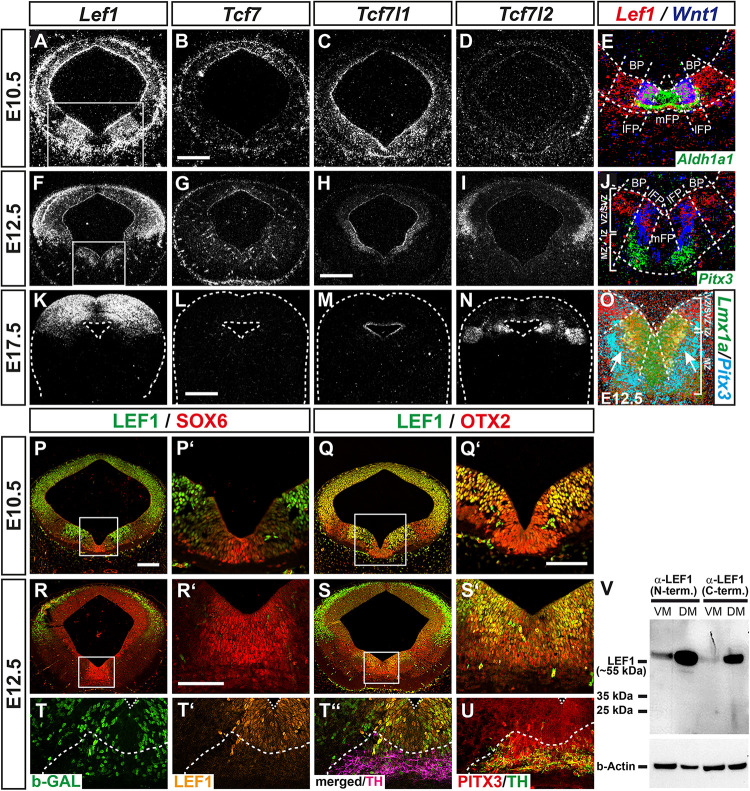
WNT1/b-catenin-responsiveness in the mouse VM is mediated by the activating LEF/TCF family member LEF1. **(A–U)** Representative overviews **(A–D,F–I,K–N,P–S)** and close-up views of the VM **(E,J,O,P’–S’)** on coronal sections (dorsal top) at medial **(A–Q’,S–U)** and rostral **(R,R’)** midbrain levels from *CD-1* **(A–S’)** and *BAT-gal^+^* **(T–U)** embryos at E10.5 **(A–E,P–Q’)**, E12.5 **(F–J,O,R–U)** and E17.5 **(K–N)**, hybridized with riboprobes for *Lef1* **(A,F,K)**, *Tcf7* **(B,G,L)**, *Tcf7l1* **(C,H,M)** and *Tcf7l2* **(D,I,N)**, or immunostained with antibodies against LEF1 (green, **P–S’**; orange, **T’,T”**), SOX6 (red; **P,P’,R,R’**), OTX2 (red; **Q,Q’,S,S’**), b-GAL (green; **T,T”**), TH (magenta, **T”**; green, **U**) and PITX3 (red; **U**; same section in **T–T”**, adjacent section in **U**). **(A–O)**, dark-field images; **(E,J,O)**, pseudocolored overlays of consecutive sections (higher magnifications of boxed areas in **A** and **F**, respectively), hybridized with probes for *Lef1* (red), *Wnt1* (blue), and *Aldh1a1* (green; **E**), *Pitx3* (green, **J**; cyan, **O**), or *Lmx1a* (green; **O**); overlapping expression domains appear in magenta (red/blue), cyan (blue/green), yellow (red/green), or white (red/blue/green). Broken white lines outline the neuroepithelium **(E,J,K–O)** and delimit BP from lFP and mFP **(E,J,O)** or TH^+^/PITX3^+^ domain from LEF1^+^ domain **(T–U)**; white lines in **(J,O)** delimit the VZ/SVZ, IZ, and MZ. **(V)** Western blot analysis of LEF1 expression in VM and DM tissues of E12.5 *CD-1* mouse embryos, using two different LEF1 antibodies against the N- (C12A5) or C-terminus (C18A7) of LEF1. Detection of b-actin was used as loading control. The position of the ∼55 kDa full-length (activating) LEF1 isoform and smaller protein bands are indicated to the left. Scale bars: 200 μm **(B,H)**; 500 μm **(L)**; 100 μm **(P)**; and 50 μm **(Q’,R’)**.

We then conducted western blot analyses of E12.5 mouse VM and DM tissues with two different LEF1 antibodies, one directed against the N- (C12A5) and the other against the C-terminus (C18A7) of this protein. This allowed us to establish whether only the activating LEF1 isoform containing the N-terminal b-catenin binding domain or also shorter, dominant-negative LEF1 isoforms due to alternative promoter usage (Mao and Byers, 2011), were expressed in the developing mouse VM. A strong band was detected in DM tissues and a much weaker band in VM tissues at the expected size (approx. 55 kDa) of full-length LEF1 protein containing the N-terminal b-catenin binding domain (Figure 3V). We concluded that the confined expression of the activating LEF1 isoform in the VZ/SVZ of the lFP restricts the response to the WNT1 ligand and other soluble agonists (e.g., RSPO2) to this particular mdDA progenitor subset in the mouse VM.

### Ectopic Expression of *Lef1* and *Lmx1a* Precedes the Ectopic Generation of *Nurr1*^+^ mdDA Precursors in the *En1*^+/*Wnt1*^ Rostral Hindbrain

The tight correlation between LEF1 expression in the lFP and the emergence of *Aldh1a1*^+^ mdDA progenitors and *Pitx3*^+^ mdDA precursors in this region of the murine VM, suggested that *Lef1* is involved in the generation of mdDA neurons. Therefore, we assessed a possible mdDA phenotype in *Lef1*^–/–^ mutants (van Genderen et al., 1994), and the temporal sequence of *Lef1* expression and induction of ectopic mdDA progenitors and precursors in the *En1*^+/*Wnt1*^ mouse mutant (Panhuysen et al., 2004). Unexpectedly, *Lef1*^–/–^ mice exhibited similar numbers of TH^+^ or PITX3^+^ mdDA neurons as wild-type mice (Figures 4A–D,K and Table 1). A possible reason might be the functional redundancy of LEF1 and other TCFs expressed in the murine VM. Indeed, transcription of *Tcf7l1* was unaffected in the *Lef1*^–/–^ midbrain (Figures 4E–G). Moreover, b-GAL expression in the *Lef1*^–/–^; *BAT-gal^+^* midbrain at E12.5 was similar to *wt BAT-gal^+^* mice (compare Figures 4H–J with Supplementary Figures 5A–C), although the proportion of WNT/b-catenin-responding (b-GAL^+^) and PITX3^+^ mdDA precursors and neurons appeared to be slightly increased in the mediocaudal VM of the *Lef1*^–/–^ mutant embryos (compare Figures 4H’–J’ with Supplementary Figures 5A’–C’). In *En1*^+/*Wnt1*^ mice, *Wnt1* expression is ectopically expanded into the rostral hindbrain and ectopic mdDA neurons are generated in the FP of the mutant rostral hindbrain (Panhuysen et al., 2004; Prakash et al., 2006). In the E10.5–11.5 *wt* mouse embryo, the expression of *Lef1* exhibited a clear caudal border at the mid-/hindbrain boundary and was not detected in the rostral hindbrain (rhombomere 1, r1; Figure 5A; Oosterwegel et al., 1993). In the E10.5–11.5 *En1*^+/*Wnt1*^ embryo, however, the posterior *Lef1* expression border had shifted caudally into the r1 FP (Figure 5B; Panhuysen et al., 2004). This ectopic (posterior) expansion of *Lef1* expression correlated with the ectopic induction of the mdDA progenitor marker *Lmx1a* in the FP of the *En1*^+/*Wnt1*^ rostral hindbrain at E11.0 (Figures 5C–D’). Notably, the postmitotic mdDA precursor marker *Nurr1* (*Nr4a2*) was not detected in the FP of the *En1*^+/*Wnt1*^ rostral hindbrain before E12.5 (Figures 5E–F’; Prakash et al., 2006). We concluded that ectopic *Wnt1* and *Lef1* are sufficient for ectopic induction of *Lmx1a*^+^ mdDA progenitors in the FP of the *En1*^+/*Wnt1*^ rostral hindbrain. The emergence of postmitotic *Nurr1*^+^ mdDA precursors, however, was delayed in relation to the ectopic expression of *Lef1* in this region of the *En1*^+/*Wnt1*^ mutant hindbrain. Altogether, our data indicated that *Lef1* is dispensable for the generation of mature mdDA neurons or its lack is compensated by another LEF1/TCF TF, most likely *Tcf7l1*, in the *Lef1*^–/–^ VM. LEF1, however, appears to be causally related to ectopic WNT1-mediated signaling and the ectopic induction of mdDA progenitors in the *En1*^+/*Wnt1*^ mutant mouse model.

**FIGURE 4:**
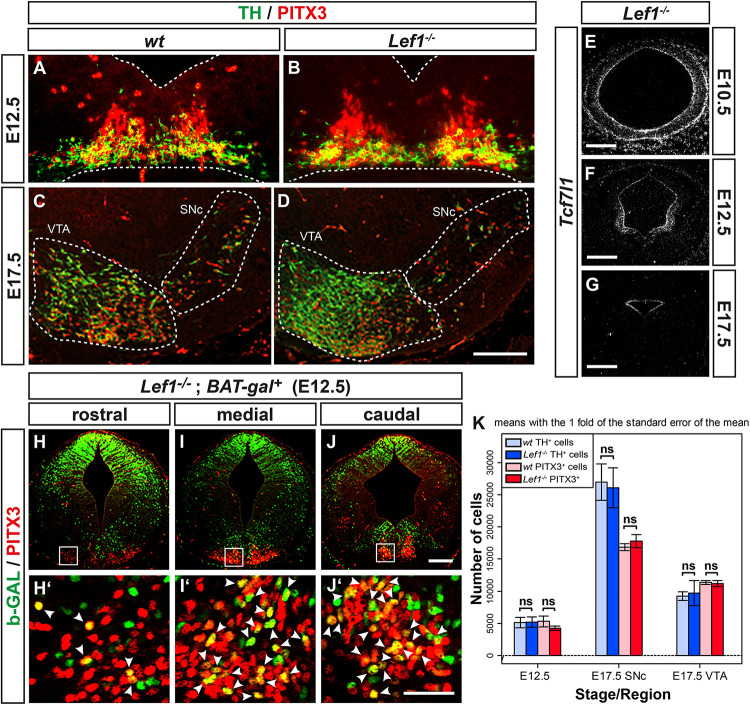
mdDA neuron numbers and WNT/b-catenin-responsiveness are not affected in the *Lef1*^–/–^ midbrain. **(A-J’)** Representative overviews **(E–J)** and close-up views of the VM (**A–D,H’–J’**, corresponding to the boxed areas in **H–J**) on coronal sections (dorsal top) at medial **(A–G)** or different rostrocaudal **(H–J’)** levels of the midbrain from *wt* (*Lef1*^+/+^ and *Lef1*^+ /−^; **A, C**) and *Lef1*^–/–^ **(B,D,E–G)** embryos at E10.5 **(E)**, E12.5 **(A,B,F),** and E17.5 **(C,D,G)**, or from *Lef1*^–/–^; *BAT-gal^+^* embryos at E12.5 **(H–J’)**. Sections were immunostained with antibodies against TH (green) and PITX3 (red; **A–D**), or b-GAL (green) and PITX3 (red; **H–J’**), overlapping expression domains appear in yellow; or hybridized with a riboprobe for *Tcf7l1* **(E–G)**. **(E–G)**, dark-field images. Broken white lines in **(A,B)** outline the neuroepithelium, and in **(C,D)** delimit the SNc and VTA. White arrowheads in **(H’–J’)** point at b-GAL^+^/PITX3^+^ double-positive cells. **(K)** Unbiased stereological quantification of TH and PITX3 single-positive cells in the E12.5 VM or E17.5 SNc and VTA of *wt* and *Lef1*^–/–^ embryos [*n* = 4 embryos/genotype/stage; ns, not significant in the Welsh *t*-test for unequal variances]. Abbreviations: SNc, Substantia nigra pars compacta; VTA, ventral tegmental area. Scale bars: 100 μm **(D)**; 200 μm **(E,F,J)**; 500 μm **(G)**; and 50 μm **(J’)**.

**TABLE 1:** Unbiased stereological counts of TH^+^ and PITX3^+^ single-positive cells in the VM of *wt* and *Lef1*^–/–^ embryos.

Age	Region	Genotype	TH^+^ cells (Mean ± s.e.m.)	PITX3^+^ cells (Mean ± s.e.m.)	*n*
E12.5	VM	*wt*	5127 ± 807	5316 ± 832	4
		*Lef1*^–/–^	5180 ± 797	4240 ± 345	4
E17.5	SNc	*wt*	26924 ± 2822	16837 ± 529	4
		*Lef1*^–/–^	26071 ± 3071	17771 ± 1013	4
	VTA	*wt*	9255 ± 660	11362 ± 300	4
		*Lef1*^–/–^	9725 ± 1957	11194 ± 461	4

*SNc, substantia nigra pars compacta; VM, ventral midbrain; and VTA, ventral tegmental area.*

**FIGURE 5:**
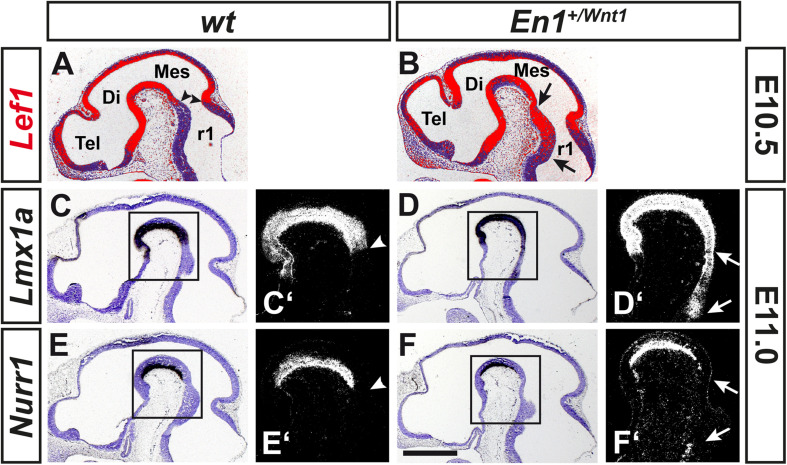
Ectopic expression of *Lef1* and *Lmx1a* precedes the ectopic generation of *Nurr1*^+^ mdDA precursors in the *En1*^+/*Wnt1*^ rostral hindbrain. **(A–F’)** Representative overviews **(A–F)** and close-up views of the cephalic flexure **(C’–F’)** on cresyl violet-stained midsagittal sections (anterior left) from *wt* (*En1*^+/+^; **A,C,C’,E,E’**) and *En1*^+/*Wnt1*^ **(B,D,D’,F,F’)** embryos at E10.5 **(A,B)** and E11.0 **(C–F’)**, hybridized with riboprobes for *Lef1* (red pseudocolor; **A,B**), *Lmx1a* **(C–D’)**, or *Nurr1* **(E–F’)**. **(C’–F’)**, higher magnification dark-field views of the boxed areas in **C–F**, respectively. Arrowheads in **(A,C’,E’)** point at the position of the mid-/hindbrain boundary, arrows in **(B,D’,F’)** delimit the region of ectopic gene induction. Abbreviations: Di, diencephalon; Mes, mesencephalon; r1, rhombomere 1; and Tel, telencephalon. Scale bar: 500 μm **(F)**.

### The Murine *Pitx3* Promoter Is Dose-Dependently Repressed by LEF1-Mediated WNT/b-Catenin Signaling

Our results so far indicated that “canonical” WNT/b-catenin signaling is activated by WNT1 and RSPO2 on the cell surface and mediated by nuclear LEF1 in an LMX1A^+^ mdDA progenitor subset located in the VZ/SVZ of the mesencephalic lFP. This WNT1/b-catenin signal presumably has to be downregulated in LMX1A^+^ mdDA precursors before their differentiation into PITX3-expressing mdDA neurons. Whereas *Lmx1a* is an established direct target gene of WNT1- and LEF1-mediated signaling in the mouse VM (Chung et al., 2009; Zhang et al., 2015), such evidence is lacking for *Pitx3*. We thus determined whether *Pitx3* is a direct target gene of this signaling pathway. Three conserved (by sequence similarity and position) LEF1/TCF BSs containing the canonical *WRE* sequence [5′-[A/T][A/T]CAAAG-3′ in sense, 5′-CTTTG[T/A][T/A]-3′ in antisense orientation (Haynes et al., 1996)] were predicted upstream of the TSS in the *Pitx3* promoter regions of several mammalian species, including mouse, rat and human (Figures 6A,B). ChIP of genomic DNA isolated from the E11.5 mouse VM showed that these LEF1/TCF BSs/*WREs* in the native *Pitx3* promoter were indeed bound by endogenous LEF1 protein (Figures 6C,D). The native *Pitx3* promoter region was also bound by RNA polymerase II (Pol II), indicating that this gene was being actively transcribed in the E11.5 mouse VM (Figure 6D).

**FIGURE 6:**
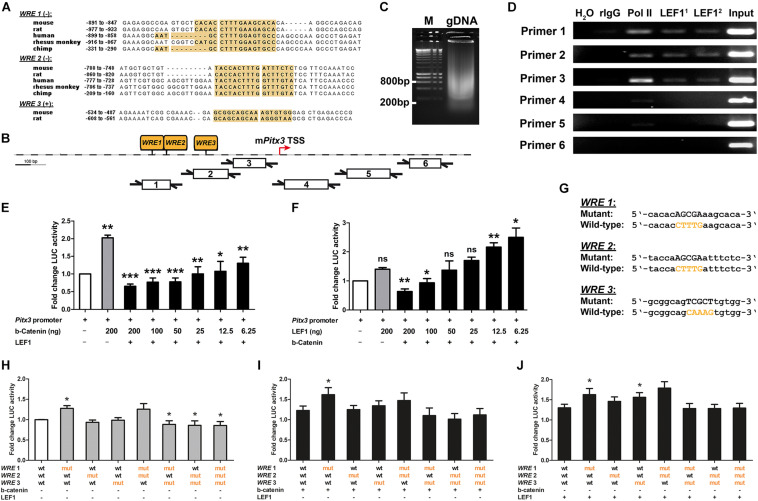
The murine *Pitx3* promoter is dose-dependently repressed by LEF1-mediated WNT/b-catenin signaling. **(A)** Alignments of conserved LEF1/TCF BSs/*WREs* (yellow boxes) in *Pitx3* promoter regions of mouse, rat, human, rhesus monkey, and chimp (*WRE 1*/*2*, minus strand), or mouse and rat (*WRE 3*, plus strand). **(B)** Position of the three conserved LEF1/TCF BSs/*WREs* (*WRE 1-3*) in the mouse *Pitx3* (m*Pitx3*) gene promoter relative to the transcription start site (TSS), and of the six primer pairs used in ChIP-PCR analysis. **(C)** Sheared genomic DNA (gDNA) isolated from the VM of E11.5 *CD-1* embryos. M, DNA ladder. **(D)** Representative ChIP-PCR analysis of LEF1 binding to the m*Pitx3* promoter in the E11.5 mouse VM using six overlapping primer pairs (Primer 1-6). H_2_O, negative PCR control; rIgG, negative ChIP control; Pol II, positive ChIP control; LEF1^1^, LEF1 mAb C12A5; LEF1^2^, LEF1 mAb C18A7; and input, sheared E11.5 mouse VM gDNA. **(E,F)** Fold change of luciferase (LUC) activity in HEK-293 cells (relative to *Pitx3* promoter/reporter only-transfected cells, set as 1) after transfection of decreasing amounts of *S33Y-b-catenin* or *LEF1* cDNA alone or together with *LEF1* or *S33Y-b-catenin* plasmids, respectively, [*n* = 3 (*LEF1* gradient) and 4 (*b-catenin* gradient) independent experiments; statistical testing for significance was done between m*Pitx3* promoter/reporter only-transfected cells (white bars) and *Pitx3* promoter + *S33Y-b-catenin* or *LEF1*-transfected cells (gray bars), and between the latter and cells transfected with decreasing amounts of *S33Y-b-catenin* or *LEF1* plasmids in the presence of *LEF1* or *S33Y-b-catenin* (black bars), respectively, using one-way ANOVA followed by Bonferroni’s multiple comparisons *post hoc* tests; F(7,23/16) = 8.0/12.0, *P* < 0.0001]. **(G)** Alignment of mutant LEF1/TCF BSs/*WREs* (*WRE 1-3*) and *wt* counterparts in the m*Pitx3* promoter. **(H–J)** Fold change of luciferase (LUC) activity in HEK-293 cells [relative to *wt Pitx3* promoter/reporter only-transfected cells, set as 1; white bar in **(H)**] after transfection of mutant *WRE 1*-*3 Pitx3* promoter/reporter alone [gray bars in **(H)**, *n* = 4 independent experiments] or together with *S33Y-b-catenin* **(I)** or *LEF1* cDNA **(J)** [*n* = 4 (+*S33Y-b-catenin*) and 7 (+*LEF1*) independent experiments; statistical testing for significance was done between *wt* and mutant *WRE 1-3 Pitx3* promoter/reporter-transfected cells in each condition using Wilcoxon–Mann–Whitney test]. *P < 0.05; **P < 0.005; ***P < 0.0001; and ns, not significant.

We then determined the effect of WNT/b-catenin signaling on transcription from a previously characterized ∼2.5 kb *Pitx3* promoter fragment containing the three conserved LEF1/TCF BSs/*WREs* (Peng et al., 2011). We performed these experiments in heterologous HEK-293 cells, a widely used WNT/b-catenin-responding (BAT-gal^+^) cell line expressing detectable amounts of *LEF1* mRNA and nuclear LMX1A protein (Supplementary Figure 2; Alok et al., 2017). As expected, transfection of constitutively active (stabilized) *S33Y-b-catenin* into HEK-293 cells resulted in the strong activation of a *TOPFlash* luciferase reporter containing seven multimerized LEF1/TCF BSs/*WREs* (Supplementary Figure 2). Decreasing amounts of *S33Y-b-catenin* in the presence of co-transfected full-length human *LEF1* led to a significant reduction of luciferase activity (Supplementary Figure 2). Transfection of *LEF1* alone had no effect on *TOPFlash* reporter activity, and co-transfection of decreasing amounts of *LEF1* together with *S33Y-b-catenin* led to a variable but not significant activation of the *TOPFlash* reporter (Supplementary Figure 2). These results indicated that in WNT/b-catenin-responding HEK-293 cells, the activation of an artificial WNT target gene/reporter construct is limited by the amounts of stabilized (unphosphorylated) b-catenin but not LEF1 in these cells. As expected from the previous results, transfection of constitutively active (stabilized) *S33Y-b-catenin* alone led to a 2 ± 0.075-fold activation of the mouse *Pitx3* promoter, whereas transfection of *LEF1* alone had no significant effect on this promoter in HEK-293 cells (Figures 6E,F). Surprisingly, co-transfection of decreasing amounts of stabilized *S33Y-b-catenin* in the presence of *LEF1* resulted in a 0.65 ± 0.065 to 0.78 ± 0.11-fold repression of the *Pitx3* promoter/reporter construct at high *S33Y-b-catenin* levels. A 1.1 ± 0.28 to 1.3 ± 0.17-fold activation of this promoter was only detected with the two lowest amounts (12.5 and 6.25 ng) of *S33Y-b-catenin* tested in this context (Figure 6E). Consistent with this result, only the two lowest *LEF1* doses (12.5 and 6.25 ng) caused a 2.2 ± 0.15 to 2.5 ± 0.32-fold activation of the *Pitx3* promoter/reporter construct, whereas high *LEF1* amounts (200 and 100 ng) led to a 0.63 ± 0.088 to 0.93 ± 0.15-fold repression of this promoter after co-transfection of *S33Y-b-catenin* (Figure 6F). Together, these data indicated that the mouse *Pitx3* promoter is repressed rather than activated by high levels of WNT/b-catenin/LEF1-mediated signaling (i.e., in the presence of high doses of stabilized b-catenin and LEF1). This repression is turned into an activation of the *Pitx3* promoter only when the levels of stabilized b-catenin or LEF1 protein are strongly decreased in the responding cell.

Next, we determined whether the repressive effect of strong WNT/b-catenin/LEF1 signaling on the murine *Pitx3* promoter is in fact mediated by the three conserved, LEF1-bound BSs/*WREs* in this promoter, through mutagenizing the *WRE* core sequence [5′-CAAAG-3′ or 5′-CTTTG-3′] in each of these three LEF1/TCF BSs (Figure 6G). Mutation of *WRE 1* in the most distal (relative to the *Pitx3* TSS) LEF1/TCF BS alone consistently resulted in a significant (*P* = 0.012, *P* = 0.013, and *P* = 0.033, respectively) 1.27 ± 0.06 to 1.62 ± 0.15-fold de-repression (activation) of the mouse *Pitx3* promoter, both in the complete absence and presence of high amounts (200 ng) of co-transfected *S33Y-b-catenin* or *LEF1* (Figures 6H–J). Mutation of *WRE 3* in the most proximal (relative to the *Pitx3* TSS) LEF1/TCF BS also resulted in a significant (*P* = 0.016) 1.56 ± 0.11-fold de-repression (activation) of the mouse *Pitx3* promoter in the presence of high amounts of *LEF1* (Figure 6J), indicating that LEF1-binding to *WRE 1* and *3* represses the murine *Pitx3* promoter. Mutation of *WRE 3* together with *WRE 1* and/or *WRE 2* (in the intermediate LEF1/TCF BS) led to a small but significant (*P* = 0.039) 0.85 ± 0.09 to 0.88 ± 0.09-fold reduction of luciferase activity in the absence of co-transfected *S33Y-b-catenin* and *LEF1* (Figure 6H), and a similar but non-significant trend in the presence of *S33Y-b-catenin* or *LEF1* (Figures 6I,J). This result suggested that *WRE 3* together with *WRE 1* and/or *WRE 2* directly or indirectly (via other TFs binding in the same region) contribute to the activation of the mouse *Pitx3* promoter.

Because LMX1A is a direct target gene of WNT1/b-catenin/LEF1 signaling in the mouse VM and binds directly to the murine *Pitx3* promoter region *in vivo* (Chung et al., 2009), we also determined whether LMX1A could mediate the activating effects of this signaling pathway on the *Pitx3* promoter *in vitro*. Co-transfection of the mouse *Pitx3* promoter/reporter construct and a plasmid encoding the full-length mouse LMX1A protein [*pMES-Lmx1a*, (Klafke et al., 2016)] consistently resulted in a 1.5- to 2-fold (in some cases significant, data not shown) activation of this promoter (Figures 7A,B). Co-transfection of stabilized *S33Y-b-catenin* or *LEF1* together with *Lmx1a*, however, did not result in a further increase of LMX1A-mediated activation of the *Pitx3* promoter/reporter construct (Figure 7B). This was mirrored by apparently unaltered *LMX1A* mRNA levels in HEK-293 cells transfected with the stabilized *S33Y-b-catenin* and/or *LEF1* plasmids (Figure 7A). Notably, co-transfection of all three plasmids (*Lmx1a*, *S33Y-b-catenin* and *LEF1*) together resulted in a significant decrease of *Pitx3* promoter activity relative to *Lmx1a* alone (*P* = 0.0123) or *Lmx1a* and *LEF1* co-transfected (*P* = 0.0297) cells (Figure 7B). Repression of the *Pitx3* promoter under this condition was similar to the repressive effect on this promoter of high *S33Y-b-catenin* and *LEF1* levels alone (Figure 7B). We also performed *LMX1A* siRNA knock-down experiments to lower the endogenous LMX1A content in HEK-293 cells (Figure 7A). Reduction of endogenous *LMX1A* mRNA levels to approx. 50% resulted in an even more pronounced and significant (*P* = 0.0370 relative to *S33Y-b-catenin* + *LEF1; P* = 0.0172 relative to *Lmx1a* + *S33Y-b-catenin* + *LEF1*) ∼70% repression of the *Pitx3* promoter in the presence of high amounts of *S33Y-b-catenin* and *LEF1* (Figure 7B). These results strongly indicated that the activation of the mouse *Pitx3* promoter by LMX1A is suppressed in the presence of high WNT1/b-catenin/LEF1 signaling levels in HEK-293 cells. Altogether, our data revealed that the murine *Pitx3* promoter is a direct target of WNT/b-catenin/LEF1-mediated signaling and repressed by a high dosage of this signaling pathway, which also inhibits its activation by LMX1A.

**FIGURE 7:**
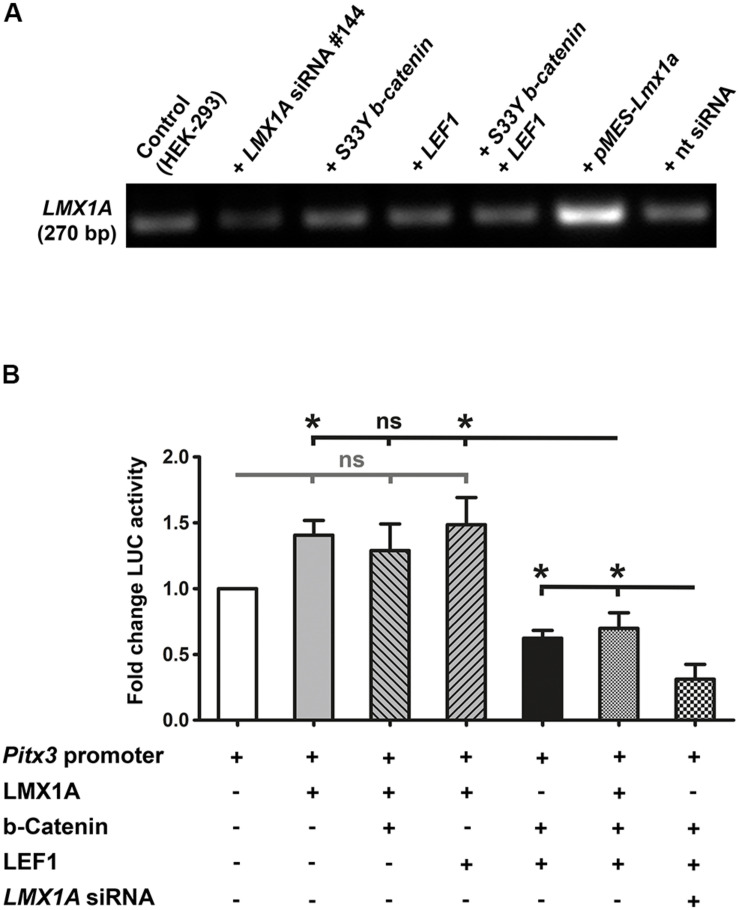
LMX1A-mediated activation of the murine *Pitx3* promoter is suppressed in the presence of high LEF1/b-catenin levels. **(A)** RT-PCR analyses of total RNA isolated from untransfected HEK-293 cells (control), or after transfection of *LMX1A* siRNA (#144), 200 ng/well constitutively active *S33Y-b-catenin* and *LEF1* cDNA alone or together, *pMES-Lmx1a* (encoding the full-length mouse LMX1A protein) or non-targeting (*nt*) siRNA (control), for the detection of *LMX1A* transcription in these cells. Densitometric analyses (normalized to *Gapdh* mRNA levels, not shown) revealed an approx. 50% reduction of endogenous *LMX1A* mRNA levels in *LMX1A* siRNA-transfected HEK-293 cells, and an approx. 300% increase of *LMX1A* transcripts in these cells after transfection of *pMES-Lmx1a*. All other conditions had no detectable influence on endogenous *LMX1A* transcript levels in HEK-293 cells. **(B)** Fold change of luciferase (LUC) activity in HEK-293 cells (relative to *Pitx3* promoter/reporter only-transfected cells, set as 1; white bar) after co-transfection with 166 ng/well *Lmx1a*, 200 ng/well *S33Y-b-catenin*, 200 ng/well *LEF1*, and *LMX1A* siRNA (#144) alone or together in different constellations, as indicated below the graph [*n* = 3 independent experiments; statistical testing for significance was done using one-way ANOVA followed by Bonferroni’s multiple comparisons *post hoc* tests; F(6,14) = 10.92, *P* < 0.0001]. *P < 0.05; ns, not significant.

### WNT/b-Catenin-Responding mdDA Progenitors Are Restricted Mostly to the Lateral FP of the Medial and Caudal Mouse Midbrain

Based on the previous results, we determined whether the restricted expression of LEF1 in the mouse VM, particularly in the lFP (Figure 3), correlated with the WNT/b-catenin-responsiveness of these cells. Firstly, we compared the b-GAL expression in two different but established reporter mouse strains for WNT/b-catenin signaling, *TOPGAL* (DasGupta and Fuchs, 1999), and *BAT-gal* (Maretto et al., 2003), to the LEF1 expression pattern determined before (Figure 3). Only very few b-GAL^+^ (i.e., WNT/b-catenin-responding) cells were detected in the DM (roof plate) of the E12.5 *TOPGAL*^+^ mouse embryo, whereas the remaining midbrain tissue was b-GAL^–^, which means non-WNT/b-catenin-responding (Supplementary Figure 3). *BAT-gal* mouse embryos, by contrast, reproducibly displayed a b-GAL expression pattern that was very similar to LEF1 expression in the mouse midbrain (Figures 1A,K–K”,8A,E,I,M, and Supplementary Figures 5A–C). We concluded that the *TOPGAL* mouse, in which b-GAL is expressed upon activation of a minimal promoter containing three consensus LEF1/TCF BSs, is not a good reporter for ongoing WNT/b-catenin signaling in the mouse midbrain.

We then determined the location and overall proportion of WNT/b-catenin-responding (b-GAL^+^) mdDA progenitors in the midgestational *BAT-gal* mouse embryo. At the beginning of mdDA neurogenesis [E10.5; (Bye et al., 2012)], 46.33 ± 6.17% of the LMX1A^+^ FP (mdDA) progenitors were also b-GAL^+^ and preferentially located in the medial and caudal VM (Figures 8A–D,Q). Only 23.90 ± 2.04% of the SOX6^+^ mFP cells (Panman et al., 2014) co-expressed b-GAL at this stage (Figures 8E–H,Q). Thus, WNT/b-catenin-responding cells were mostly detected within the LMX1A^+^/SOX6^–^ lFP and the adjacent LMX1A^–^ BP of the E10.5 VM (Figures 8A–H). This pattern strongly resembled *Lef1*/LEF1 expression in the *wt* mouse VM at this stage (Figure 3). At the peak of mdDA neurogenesis [E12.5; (Bye et al., 2012)], 53.41 ± 0.87% of the LMX1A^+^ FP cells but only 22.35 ± 1.30% of the SOX6^+^ mFP cells were WNT/b-catenin-responding (b-GAL^+^; Figures 8I–Q). The b-GAL^+^/LMX1A^+^ double-positive cells still spared the mFP and were mostly detected in the mediocaudal *BAT-gal* VM (Figures 8I–L). This again correlated strongly with the *Lef1*/LEF1 expression pattern in the *wt* VM at E12.5 (Figure 3). Notably, we frequently observed “chains” of b-GAL^+^ cells extending from the VZ/SVZ to the MZ within and outside the mdDA domain at E10.5 and E12.5 (Figures 8B,C,G,K,L,O,P). This suggested a clonal relationship between these cells, which might represent migrating precursors and/or neurons that have already ceased to respond to a WNT/b-catenin signal. Together, our data revealed a good correlation between LEF1 expression in the midgestational mouse VM and the WNT-b-catenin-responsiveness of the corresponding cells. This population comprised only half of the LMX1A^+^ mdDA progenitors/precursors and was located preferentially in the SOX6^–^ lFP of the medial and caudal mouse VM. We concluded that only a subset of the mdDA progenitors, most likely co-expressing all necessary WNT/b-catenin signaling pathway components (including *Wnt1*, *Rspo2*, and *Lef1*), is responding to this pathway in the midgestational mouse VM.

**FIGURE 8:**
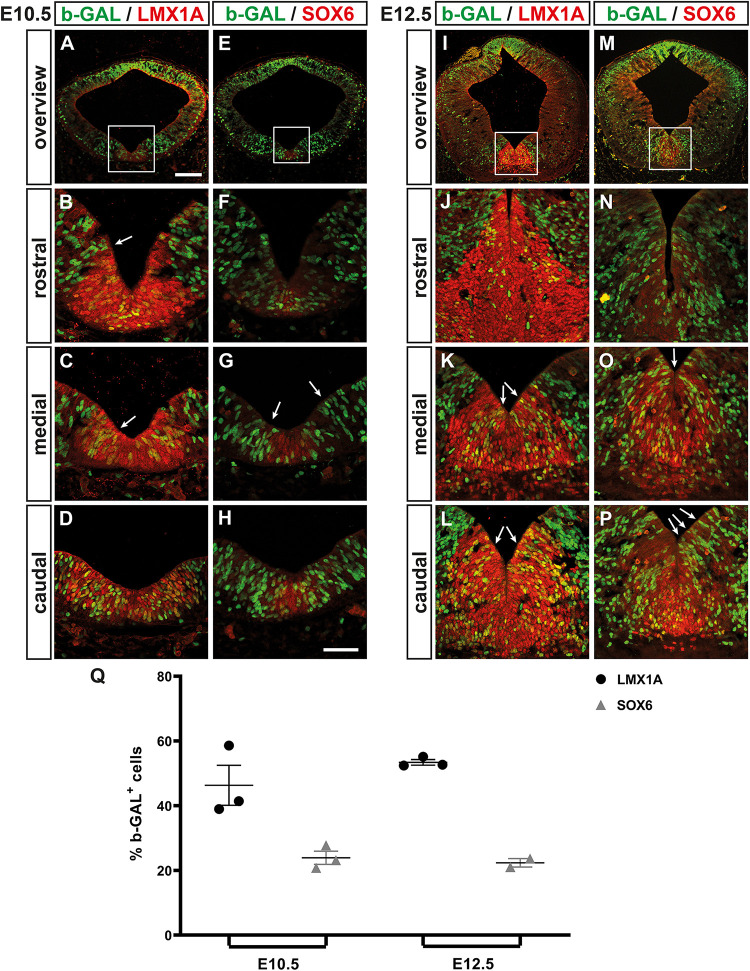
WNT/b-catenin-responding mdDA progenitors are restricted mostly to the lFP of the medial and caudal mouse midbrain. **(A–P)** Representative overviews **(A,E,I,M)** and close-up views of the VM (**B–D,F–H,J–L,N–P;C,G,K,O** correspond to boxed areas in **A,E,I,M**, respectively) on coronal sections (dorsal top) at different rostrocaudal levels of the *BAT-gal^+^* midbrain at E10.5 **(A–H)** and E12.5 **(I–P)**, immunostained with antibodies against b-GAL (green) and LMX1A (red; **A–D,I–L**) or SOX6 (red; **E–H,M–P**); overlapping expression domains appear in yellow. White arrows in **(B,C,G,K,L,O,P)** point at “chains” of b-GAL^+^ cells. **(Q)** Quantification of the proportion of b-GAL^+^/LMX1A^+^ and b-GAL^+^/SOX6^+^ double-positive cells among all LMX1A^+^ or SOX6^+^ cells, respectively, in the VM of E10.5 and E12.5 *BAT-gal^+^* embryos [*n* = 3 embryos/stage; E10.5, b-GAL^+^/LMX1A^+^: 46.33 ± 6.17%; b-GAL^+^/SOX6^+^: 23.90 ± 2.04%; E12.5, b-GAL^+^/LMX1A^+^: 53.41 ± 0.87%; b-GAL^+^/SOX6^+^: 22.35 ± 1.30%; and *P* = 0.0183 in Kruskal–Wallis with Dunn’s multiple comparisons *post hoc* test]. Scale bars: 100 μm **(A)**; 50 μm **(H)**.

### WNT/b-Catenin-Responding Cells Give Rise to Only a Fraction of all mdDA Precursors and Neurons Throughout Development

The b-GAL protein is known to be very stable (Jacobsen and Willumsen, 1995) and might thus persist in the nucleus even though WNT/b-catenin signaling has already ceased to act in this cell. Indeed, b-GAL^+^ cells were detected throughout the FP neuroepithelium (including the LEF1^–^ but TH^+^ MZ) in the E12.5 *BAT-gal^+^* VM (Figures 3T–T”, 8I–P), suggesting that the b-GAL protein persisted in maturing TH^+^ mdDA neurons even though these cells were not capable of responding to a WNT/b-catenin signal anymore. Taking this into consideration, we determined the proportion of b-GAL^+^ and PITX3^+^ cells in the *BAT-gal^+^* VM. At E12.5, 35.21 ± 3.59% of the PITX3^+^ cells co-expressed b-GAL (Figures 9A–C’,M). The b-GAL^+^/PITX3^+^ and b-GAL^+^/TH^+^ mdDA precursors and neurons were mostly located in the mediocaudal *BAT-gal^+^* midbrain, whereas fewer double-positive cells were detected in the rostral midbrain (Figures 9A–F). At E14.5 and E17.5, 36.31 ± 2.39% and 32.09 ± 1.54%, respectively, of the PITX3^+^ cells were also b-GAL^+^ (Figure 9M). These b-GAL^+^ cells co-expressed DAT, a marker for mature mdDA neurons, and were mostly detected in the medial midbrain (VTA) and in the caudal linear nucleus of the raphe (CLi) at E18.5 (Figures 9G–L).

**FIGURE 9:**
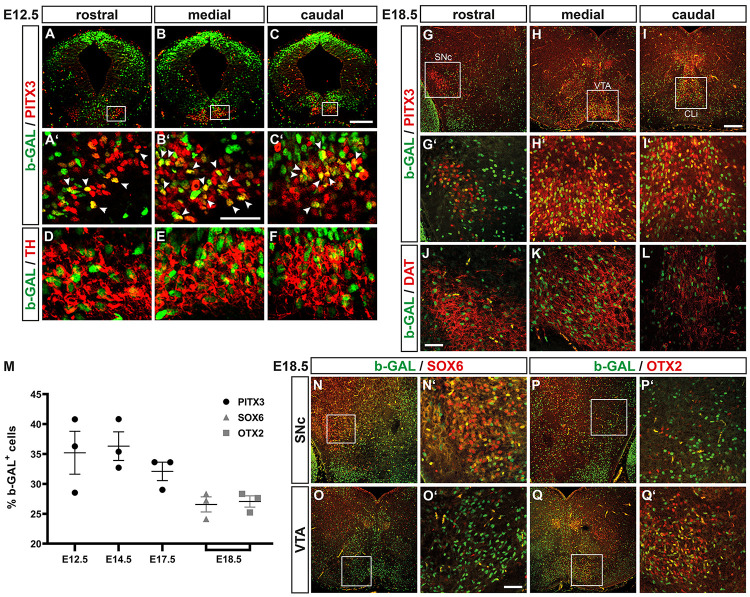
WNT/b-catenin-responding cells give rise to only a fraction of all mdDA precursors and neurons throughout development. **(A–L,N–Q’)** Representative overviews **(A–C,G–I,N–Q)** and close-up views of the VM (**A’–F,G’–L,N’–Q’; A’–C’,G’–I’**; **N’–Q’** correspond to boxed areas in **A–C,G–I,N–Q**, respectively) on coronal sections (dorsal top) at different rostrocaudal levels of the *BAT-gal^+^* midbrain at E12.5 **(A–F)** and E18.5 **(G–L,N–Q’)**, immunostained with antibodies against b-GAL (green) and PITX3 (red; **A–C’,G–I’**), TH (red; **D–F**), DAT (red; **J–L**), SOX6 (red; **N–O’**), or OTX2 (red; **P–Q’**); overlapping expression domains appear in yellow. White arrowheads in **(A’–C’)** point at b-GAL^+^/PITX3^+^ double-positive cells. **(M)** Quantification of the proportion of b-GAL^+^/PITX3^+^, b-GAL^+^/SOX6^+^, and b-GAL^+^/OTX2^+^ double-positive cells among all PITX3^+^, SOX6^+^, or OTX2^+^ cells, respectively, in the VM of E12.5, E14.5, and E17.5 or E18.5 *BAT-gal^+^* embryos [*n* = 3 embryos/stage; b-GAL^+^/PITX3^+^: E12.5, 35.21 ± 3.59%; E14.5, 36.31 ± 2.39%; E17.5, 32.09 ± 1.54%; b-GAL^+^/SOX6^+^: E18.5, 26.57 ± 1.26%; b-GAL^+^/OTX2^+^: E18.5, 27.06 ± 0.94%; and *P* = 0.0063 in Kruskal–Wallis with Dunn’s multiple comparisons *post hoc* test]. Abbreviations: CLi, caudal linear nucleus of the raphe; SNc, Substantia nigra pars compacta; and VTA, ventral tegmental area. Scale bars: 200 μm **(C,I)**; 100 μm **(O’)**; and 50 μm **(B’,J)**.

Because the mediocaudal lFP, which is hypothesized to give preferentially rise to VTA DA neurons (Bodea and Blaess, 2015), was prominently LEF1^+^ and b-GAL^+^ (WNT/b-catenin-responding) in the midgestational *BAT-gal^+^* VM (Figures 3, 8), we determined the co-expression of b-GAL in SOX6^+^ SNc DA neurons (Figures 9N–O’; Panman et al., 2014) and OTX2^+^ VTA DA neurons (Figures 9P–Q’; Di Salvio et al., 2010; Panman et al., 2014) at E18.5. A similar proportion of SOX6^+^ SNc DA (26.57 ± 1.26%) and OTX2^+^ VTA DA (27.06 ± 0.94%) neurons were also b-GAL^+^ at this stage (Figure 9M). Notably, b-GAL expression was strongly downregulated in the SNc, VTA and CLi of adult (3 months-old) *BAT-gal^+^* mice (Supplementary Figure 4), supporting the notion that the b-GAL-positivity of postmitotic mdDA neurons is only transient and due to the stability of the b-GAL protein in the cells’ nucleus.

Lastly, we determined whether activation of the WNT/b-catenin pathway in the mouse FP is achieved exclusively by WNT1 or also by other WNT ligands. Heterozygote *Wnt1*^+ /−^; *BAT-gal^+^* embryos showed a similar b-GAL expression pattern and proportion of b-GAL^+^/PITX3^+^ cells as *Wnt1*^+/+^; *BAT-gal^+^* embryos at E12.5 (Figures 9A–C’ and Supplementary Figures 5A–C’). However, b-GAL^+^ cells were drastically reduced in the VM of homozygote *Wnt1*^–/–^; *BAT-gal^+^* embryos at this stage (Supplementary Figure 5D). Notably, the few remaining and laterally displaced PITX3^+^ and TH^+^ mdDA neurons in the *Wnt1*^–/–^; *BAT-gal^+^* VM were invariably b-GAL^–^, i.e., non-WNT/b-catenin-responding (Supplementary Figures 5D’,E). Altogether, these data suggested that approximately one third of the postmitotic mdDA precursors are derived from WNT1/b-catenin-responding mdDA progenitors, and contribute equally to SNc and VTA DA neurons despite their preferential location in the lFP of the mediocaudal mouse midbrain. Moreover, WNT1 appears to be the main activating WNT ligand in this context.

## Discussion

Here, we provide evidence that the WNT/b-catenin signaling pathway plays an important and subset-specific regulatory function not only in mdDA progenitor proliferation and cell fate specification, but also during their differentiation into mature mdDA neurons *in vitro* and most likely also *in vivo*.

### Dose-Dependent and Subset-Specific Inhibition of mdDA Neuron Differentiation by RSPO2- and LEF1-Mediated WNT1/b-Catenin Signaling

The microarray-based transcriptome profiling of the WNT/b-catenin-responding mdDA domain in the *BAT-gal* VM and subsequent expression pattern analysis of candidate genes revealed that the postmitotic mdDA precursor/neuron marker *Pitx3* and two activating components of the WNT/b-catenin pathway, *Rspo2* and *Lef1*, are expressed in mutually exclusive domains in the mouse VM. RSPO2 is a potent activator or enhancer of WNT/b-catenin signaling that inhibited the differentiation of E11.5 VM progenitors into maturing PITX3^+^/TH^+^ mdDA neurons in a dose-dependent manner and without affecting their proliferation [this study, (Kim et al., 2008)]. A recent report showed the opposite effect (increased dopaminergic differentiation) after treatment of E11.5 mouse VM primary cultures with the same recombinant human RSPO2 protein used in our study (Gyllborg et al., 2018). Although we can only speculate about possible reasons for this discrepancy, one notable difference between both studies was the amount and timing of RSPO2 addition. Gyllborg et al. (2018) applied a much higher RSPO2 concentration (160 ng/ml) for a shorter period of time (3 instead of 7 days), which according to our own data, do not lead to a further activation of WNT/b-catenin signaling but to a slight albeit insignificant recovery of PITX3^+^/TH^+^ mdDA neuron numbers in the treated cultures (Figures 2I,J). Notably, RSPO2 had no effect on VM progenitor proliferation in both contexts [this study, (Gyllborg et al., 2018)]. Deletion of *Rspo2* in the mouse results in a slight loss of TH^+^, PITX3^+^ and ALDH1A1^+^ cells (Hoekstra et al., 2013). This loss presumably affects mostly the rostrolateral (SNc) mdDA domain and was speculated to be due to the premature cell cycle exit and differentiation of the *Rspo2*^–/–^ mutant mdDA progenitors (Hoekstra et al., 2013). The lack of a detailed phenotypic analysis in the study by Hoekstra et al. (2013) makes it difficult to establish the precise contribution of RSPO2-mediated WNT/b-catenin signaling to the development of specific mdDA neuron subsets *in vivo*. We speculate that the *Rspo2*^–/–^ mutants, similar to the conditional *Ctnnb1* and *Wnt1* mutants, represent a WNT/b-catenin loss-of-function mouse model that might affect primarily the differentiation of mediocaudal (VTA) mdDA neurons (see model below). Moreover, the almost exclusive detection of the LGR4/5 receptors for RSPO2 in progenitor cells located in the VZ/SVZ of the mouse VM (Gyllborg et al., 2018) strongly suggests that the physiological activity of RSPO2 is rather confined to these cells.

*Lmx1a* is an established direct target of LEF1-mediated WNT1/b-catenin signaling during mdDA neuron generation *in vivo* (Chung et al., 2009; Zhang et al., 2015). We show now that the murine *Pitx3* gene is also a direct target of this signaling pathway in the developing mouse VM. Unexpectedly, LEF1 repressed the activation of the *Pitx3* promoter upon stabilized b-catenin stimulation in a dose-dependent manner and through direct binding of conserved *WREs* in this promoter. Based on these and recent stem cell-derived data (de Gregorio et al., 2018), we propose a mechanistic model of RSPO2- and LEF1-mediated WNT1/b-catenin signaling in proliferating mdDA progenitors and differentiating mdDA precursors as depicted in Figure 10. High levels of RSPO2/LEF1-mediated WNT1/b-catenin signaling sustain the proliferation of a subset of lFP progenitors through activation of cell cycle-promoting target genes [such as *Ccnd1*, (Omodei et al., 2008)] and specify them to LMX1A^+^ mdDA progenitors, by directly activating *Lmx1a* expression in these cells. Simultaneously, high RSPO2/LEF1 levels suppress the precocious differentiation of these cells into PITX3^+^ mdDA precursors through the repression of the *Pitx3* promoter (Figures 2, 6, 7). *In vivo* support for this part of our model comes firstly, from the fact that the ∼50% WNT/b-catenin-responding and LMX1A^+^ mdDA progenitors in the *BAT-gal^+^* VM correlate well with the ∼50% reduction of mitotic cell numbers in the VM of conditional *Ctnnb1* mouse mutants (Tang et al., 2009). Secondly, because the numbers of proliferating cells in the VM of conditional mouse mutants expressing a constitutively active (stabilized) b-catenin show a corresponding increase (Joksimovic et al., 2009; Tang et al., 2010; Nouri et al., 2015). Thirdly, because the ectopic *Nurr1*^+^ mdDA precursors are preceded by the ectopic transcription of *Lef1* and *Lmx1a* in the *En1*^+/*Wnt1*^ rostral hindbrain FP progenitors. Medial FP progenitors, by contrast, do not appear to respond extensively to “canonical” WNT/b-catenin signaling and do not express *Lef1*. WNT/b-catenin-responding lFP progenitors also downregulate *Rspo2* and *Lef1* transcription once they exit the cell cycle and initiate their outward migration from the VZ/SVZ to the IZ. Additionally, WNT/b-catenin signaling might be inhibited in these cells by *Apcdd1* (Shimomura et al., 2010), which is expressed in the IZ of the murine VM (Figures 1H–H”). Under these conditions, the *Pitx3* promoter is relieved from its LEF1-mediated repression and can now be activated by other TFs, such as LMX1A (Figure 7; Chung et al., 2009) and/or PBX1 (Villaescusa et al., 2016), expressed in this region. Thereby, postmitotic PITX3^+^ mdDA precursors initiate their differentiation into mature (TH^+^) mdDA neurons while transiting toward the MZ. This part of our model is supported *in vivo* by the apparently slight de-repression of PITX3 expression in WNT/b-catenin-responding (b-GAL^+^) cells in the mediocaudal *Lef1*^–/–^; *BAT-gal^+^* VM (Figure 4). Such a b-catenin-mediated repressor function of LEF1/TCFs on vertebrate promoters has been reported (Kim et al., 2017) and might also explain the absence of an mdDA phenotype in *Lef1*^–/–^ mice (Figure 4). The lack of LEF1 would only lead to a precocious activation of the *Pitx3* promoter and differentiation of proliferating mdDA progenitors in the presence of an activating TF complex (e.g., LMX1A and/or PBX1). This seems rather unlikely, because the expression of *Pbx1* is also restricted to postmitotic mdDA precursors in the IZ/MZ (Figures 1I–I”; Villaescusa et al., 2016). On the other hand, the loss of inhibitory *Lef1* might be compensated by the b-catenin-independent transcriptional repressor *Tcf7l1* (Mao and Byers, 2011), another LEF1/TCF TF expressed in the mouse VM whose transcription was unaffected in the *Lef1*^–/–^ mutants (Figure 4). This assumption is also supported by the unchanged b-GAL expression pattern in the midbrain of E12.5 *Lef1*^–/–^; *BAT-gal^+^* embryos (Figure 4). Yet most importantly, our model can account for the somewhat paradoxical finding that high levels of WNT1/b-catenin signaling, achieved by *Wnt1* overexpression, treatment with high WNT1 concentrations or b-catenin stabilization in mutant mice or differentiating murine PSCs, lead to a reduced number of mdDA neurons despite an increased mdDA progenitor proliferation (Joksimovic et al., 2009; Tang et al., 2010; Joksimovic et al., 2012; Fukusumi et al., 2015; Nouri et al., 2015).

**FIGURE 10:**
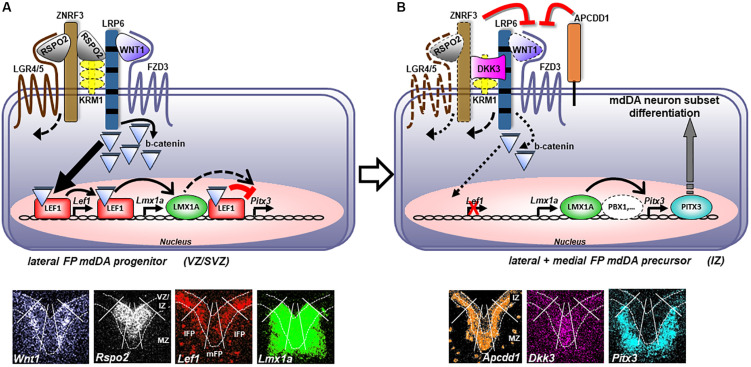
Dose-dependent regulation of mdDA neuron subset differentiation by LEF1-mediated WNT1/b-catenin signaling. **(A)** Proliferating mdDA progenitors in the VZ/SVZ of the mesencephalic lFP co-express *Wnt1*, *Rspo2*, *Lef1*, *Lmx1a*, *Fzd3* (Fischer et al., 2007; Stuebner et al., 2010), *Lrp6* (Castelo-Branco et al., 2010), *Lgr4*/*5* and *Znrf3* (Gyllborg et al., 2018), but not *Pitx3*. Binding of WNT1 to the FZD3/LRP6 receptor/co-receptor complex initiates the WNT/b-catenin signaling cascade that is enhanced by binding of RSPO2 to inhibitory KRM1 or ZNRF3/LGR4/5 complexes on the surface of these cells, thereby resulting in their internalization. Stabilized cytosolic b-catenin translocates into the nucleus of the lFP mdDA progenitors and activates *Lef1* transcription in these cells. Binding of stabilized b-catenin to LEF1, in turn, initiates or potentiates the transcription of LEF1-bound *Lmx1a* (Zhang et al., 2015) and several other genes involved in proliferation and/or cell cycle control of these WNT/b-catenin-responding lFP mdDA progenitors. At the same time, binding of stabilized b-catenin to LEF1 represses the activation of the LEF1-bound *Pitx3* promoter by LMX1A, thereby inhibiting their precocious differentiation into PITX3^+^ mdDA precursors. **(B)** Proliferating mdDA progenitors as well as postmitotic mdDA precursors in the mFP, or transiting from the VZ/SVZ to the MZ in the IZ of the mesencephalic lFP, co-express inhibitory *Dkk3* (Fukusumi et al., 2015) and/or *Apcdd1*, together with *Lmx1a*, *Fzd3* (Fischer et al., 2007; Stuebner et al., 2010), *Lrp6* (Castelo-Branco et al., 2010), and possibly *Wnt1*, *Rspo2*, *Lgr4*/*5*, and *Znrf3* (Gyllborg et al., 2018). Attenuation of a potentially still ongoing WNT1/b-catenin signal transduction by APCDD1 and DKK3, and lack of *Lef1* transcription in these cells, relieves the *Pitx3* promoter from its LEF1/b-catenin-mediated repression. The *Pitx3* promoter can now be activated by other TFs, such as LMX1A (Chung et al., 2009) and PBX1 (Villaescusa et al., 2016), expressed in postmitotic and migrating mdDA precursors. PITX3 expression in these cells promotes their differentiation into an mdDA neuron subset. Bottom panels depict single pseudocolored ISH images of the overlay shown in Figure 3O (except for *Rspo2*, *Apcdd1*, and *Dkk3*); white lines delimit lFP from mFP, broken white lines delimit VZ/IZ from MZ. Expression of *Krm1* in the murine mdDA domain has not been demonstrated yet. Abbreviations: APCDD1, adenomatosis polyposis coli down-regulated 1; FZD3, frizzled class receptor 3; KRM1, kringle containing transmembrane protein 1 (Kremen1); LGR4/5, leucine-rich repeat-containing G protein-coupled receptor 4/5; LRP6, low density lipoprotein receptor-related protein 6; and ZNRF3, zinc and ring finger 3.

### WNT/b-Catenin-Responsiveness Is Restricted to an mdDA Progenitor Subset in the Mouse

The restricted expression of *Lef1*/LEF1 in the lFP of the mediocaudal VM and the unchanged proportion of ∼50% b-GAL^+^/LMX1A^+^ and ∼35% b-GAL^+^/PITX3^+^ double-positive cells in the *BAT-gal^+^* embryos strongly suggest that only a subset of the LMX1A^+^ mdDA progenitors and PITX3^+^ mdDA precursors/neurons respond to WNT/b-catenin signaling throughout prenatal development in the mouse. The detection of invariably non-WNT/b-catenin-responding mdDA precursors in the homozygote *Wnt1*^–/–^; *BAT-gal^+^* VM supports this view and suggests that WNT1 is the main ligand activating the WNT/b-catenin pathway in the murine FP. A previous study has shown by genetic inducible fate-mapping that *Wnt1*-expressing cells contribute to the three major mdDA subpopulations (SNc, VTA and retrorubral field) in the adult mouse brain, but it remained unknown whether these cells were also responding to WNT1/b-catenin signaling (Brown et al., 2011). The percentage of *Wnt1*-derived mdDA neurons in that study was lower (∼15% or less) than the proportion of WNT/b-catenin-responding mdDA precursors/neurons in our study (b-GAL^+^ cells: ≥32%). Thus, it is very likely that the subset of WNT/b-catenin-responding mdDA progenitors not only comprises *Wnt1*-expressing cells. Moreover, the *Wnt1*-lineage stopped to contribute to these neurons after E13.5 (Brown et al., 2011). This strongly suggests that the b-GAL^+^ mdDA cells in the E14.5/17.5 *BAT-gal^+^* VM either respond to “canonical” WNT ligands other than WNT1, or represent cells that have already ceased to respond to a WNT/b-catenin signal but remain b-GAL^+^ due to the perdurance of this protein in the cells’ nucleus. We detected only sporadic b-GAL^+^ mdDA neurons in the adult *BAT-gal^+^* VM, which supports the latter view.

The WNT/b-catenin-responding mdDA progenitors were mostly located in the SOX6-negative lFP (only ∼23% of the SOX6^+^ mFP cells were also b-GAL^+^) of the mediocaudal *BAT-gal^+^* VM. Nevertheless, the WNT/b-catenin-responding mdDA progenitors contributed to an almost equal proportion (∼27%) of SOX6^+^ and OTX2^+^ mdDA neurons at E18.5. This finding corresponds well with an equal contribution of *Wnt1*-expressing cells to postmitotic SNc and VTA DA neurons reported previously (Brown et al., 2011). However, it contradicts other studies showing that SNc DA neurons derive mostly from SOX6^+^ mFP progenitors, whereas VTA DA neurons arise preferentially from posterior lFP progenitors expressing OTX2 (Omodei et al., 2008; Blaess et al., 2011; Hayes et al., 2011; Di Giovannantonio et al., 2013; Panman et al., 2014). The generation of novel, *BAT-gal* promoter-based mouse genetic tools (inducible Cre/Flp recombinase driver mice) is thus necessary for a precise fate-mapping of the mdDA progeny from WNT/b-catenin-responding cells. The conditional inactivation of the *Ctnnb1* or *Wnt1* genes in the developing mouse VM affects more pronouncedly the generation of mature TH^+^ mdDA neurons in the VTA at intermediate and caudal levels of the mutant midbrain (Joksimovic et al., 2009; Tang et al., 2009; Yang et al., 2013). Thus, it is still possible that WNT1/b-catenin signaling is required more prominently for the development of posterior (mediocaudal, VTA) compared to anterior (rostrolateral, SNc) mdDA neurons.

Our model also suggests that additional WNT1/b-catenin signaling inhibitors, such as DKK3, are required for a further reduction of WNT/b-catenin signaling levels in the murine VM/mdDA domain, which is necessary for the proper differentiation of a WNT/b-catenin-responding mdDA progenitor subpopulation into specific mdDA neuron subsets (Fukusumi et al., 2015). These variances in the molecular programming codes during mdDA neuron development are particularly relevant for the design of robust and reproducible protocols for the differentiation of PSCs into the different mdDA neuron subsets of the mammalian brain (Arenas et al., 2015; Bissonette and Roesch, 2016).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99618.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee (Committee for Animal Experiments and Laboratory Animal Facility), Helmholtz Zentrum München.

## Author Contributions

PN, SG, BR, MI, CP, and CL performed experiments. PN, SG, BR, MI, DT, CKe, JB, CB, WW, and NP analyzed data. AB, AD, EE, and CKl contributed materials and reagents. PN, SG, BR, MI, and CP contributed to initial writing of the manuscript. NP designed research and wrote the manuscript. WW and NP provided funding. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Dose-Dependent and Subset-Specific Regulation of Midbrain Dopaminergic Neuron Differentiation by LEF1-Mediated WNT1/b-Catenin Signaling
**Source:** Front Cell Dev Biol. 2020 Oct 26;8:587778. doi: 10.3389/fcell.2020.587778
**Supplement:** Supplementary file 1

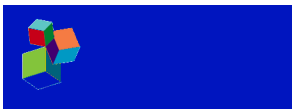

## ***Supplementary Material***

### **1 Supplementary Figures and Tables**

#### **1.1 Supplementary Figures**

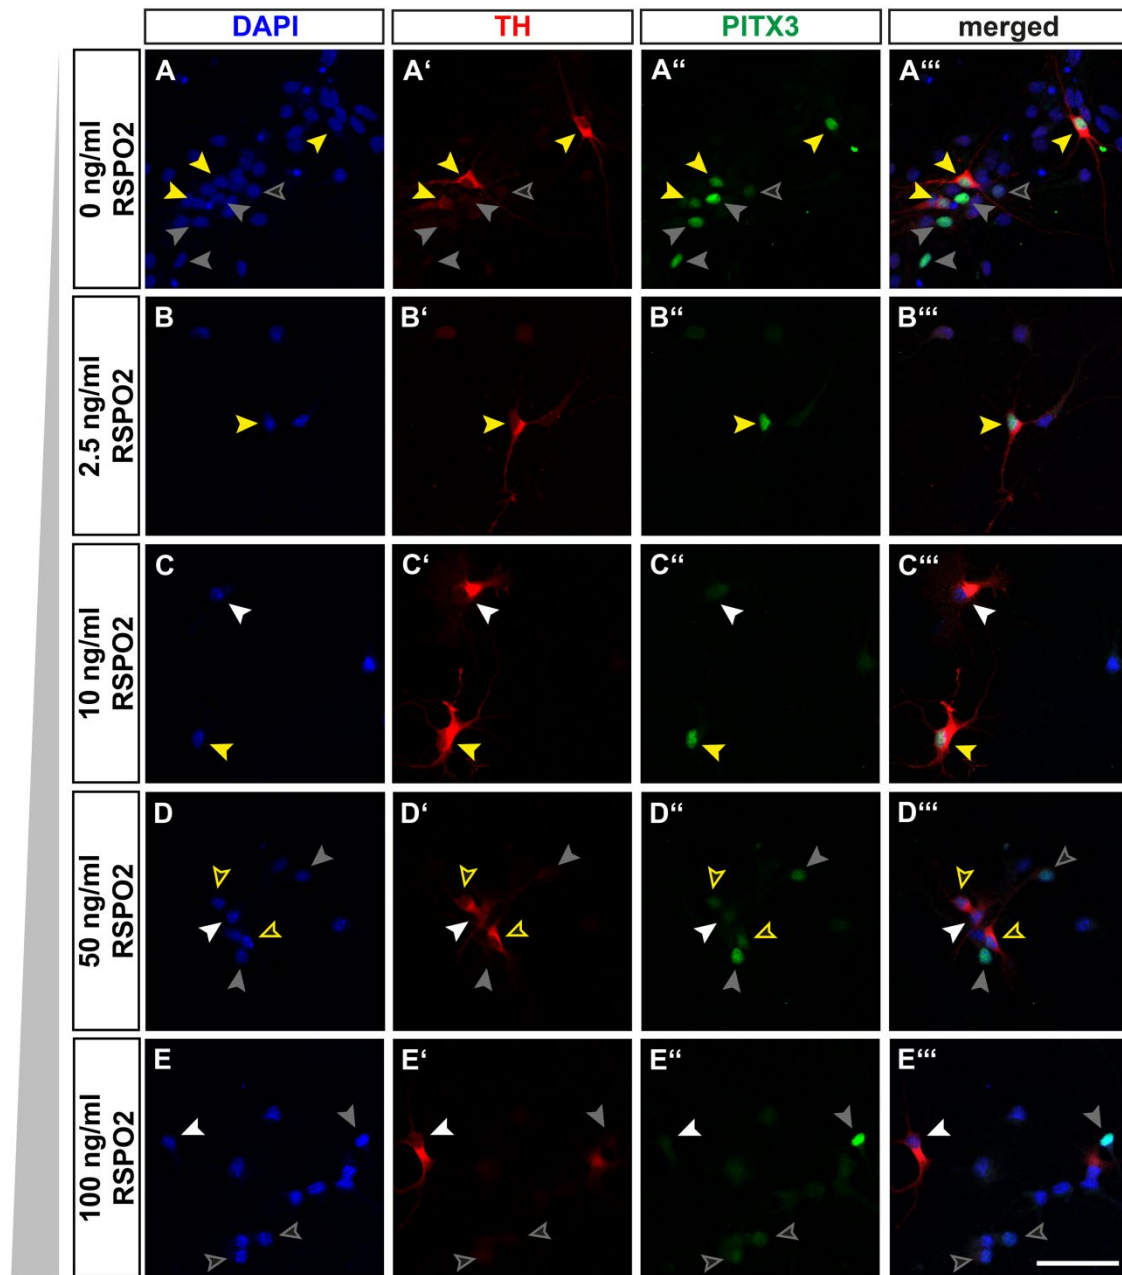

**Supplementary Figure 1: RSPO2-mediated activation of WNT1/b-catenin signaling inhibits the differentiation of PITX3<sup>+</sup> mdDA neurons *in vitro*.** (A-E''') Representative confocal close-up views of VM primary cells isolated from E11.5 wild-type (*CD-1*) mouse embryos and treated for 7 d (10 DIV) with increasing concentrations of RSPO2 protein. Cells were immunostained for TH (red; A'-E'), PITX3 (green; A''-E''), and counterstained with DAPI (blue; A-E). The rightmost panel (A'''-E''') depicts the merged images. Yellow arrowheads in (A-D''') point at PITX3<sup>+</sup>/TH<sup>+</sup> double-positive cells; white arrowheads in (C-E''') point at PITX3<sup>-</sup>/TH<sup>+</sup> single-positive cells; gray arrowheads in (A-A'''; D-E''') point at PITX3<sup>+</sup>/TH<sup>-</sup> single-positive cells; and open arrowheads in (A-A'''; D-E''') point at PITX3<sup>+</sup> cells with very low immunocytochemical signal intensities. Scale bar: 50  $\mu$ m (E''').

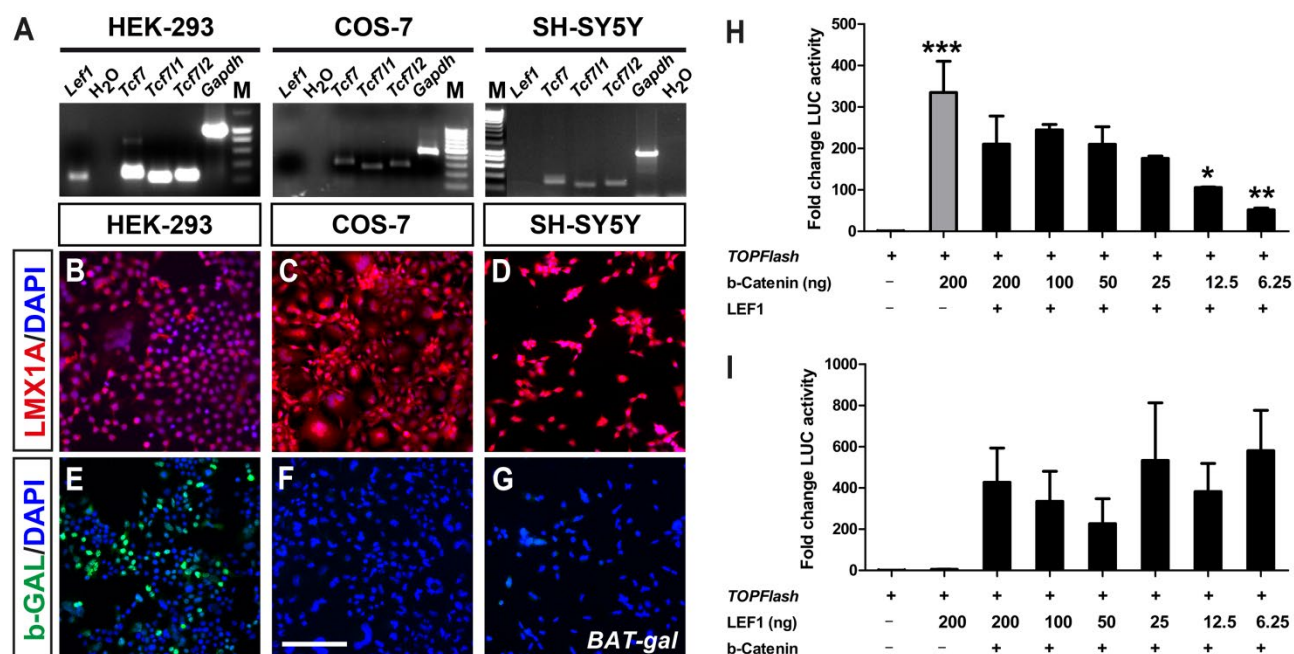

**Supplementary Figure 2: Dose-dependent activation of LEF1/TCF-mediated WNT/b-catenin signaling in WNT/b-catenin-responding HEK-293 cells.** (A) RT-PCR analyses of total RNA isolated from HEK-293, COS-7 and SH-SY5Y cells for the detection of *LEF1/Lef1*, *TCF7/Tcf7*, *TCF7L1/Tcf7l1* and *TCF7L2/Tcf7l2* transcription. H<sub>2</sub>O, negative PCR control; *GAPDH/Gapdh* (Glyceraldehyde-3-phosphate dehydrogenase), positive PCR control; M, DNA ladder. (B-G) Representative confocal overviews of HEK-293 (B,E), COS-7 (C,F) and SH-SY5Y (D,G) cells, immunostained for LMX1A (red; B-D) or b-GAL after transfection of the *BAT-gal* reporter construct (green; E-G) and counterstained with DAPI (blue; B-G). (H,I) Fold change of luciferase (LUC) activity in HEK-293 cells (relative to only *TOPFlash*-transfected cells, set as 1) after transfection with *TOPFlash* reporter and decreasing amounts of *S33Y-b-catenin* (H) or *LEF1* cDNA (I) alone or together with *LEF1* (H) or *S33Y-b-catenin* (I) plasmids, respectively (n = 3 independent experiments; statistical testing for significance was done between the only *TOPFlash*-transfected cells and the *TOPFlash* + *S33Y-b-catenin* or *LEF1*-transfected cells (grey bars), and between the latter and cells transfected with *TOPFlash* reporter and decreasing amounts of *S33Y-b-catenin* or *LEF1* plasmids in the presence of *LEF1* or *S33Y-b-catenin* (black bars), respectively, using one-way ANOVA followed by Bonferroni's multiple comparisons *post hoc* tests; F(7,15) = 7.1, P = 0.0008). Single asterisk, P<0.05; double asterisks, P<0.005; triple asterisks, P<0.0001. Scale bar: 100  $\mu$ m (F).

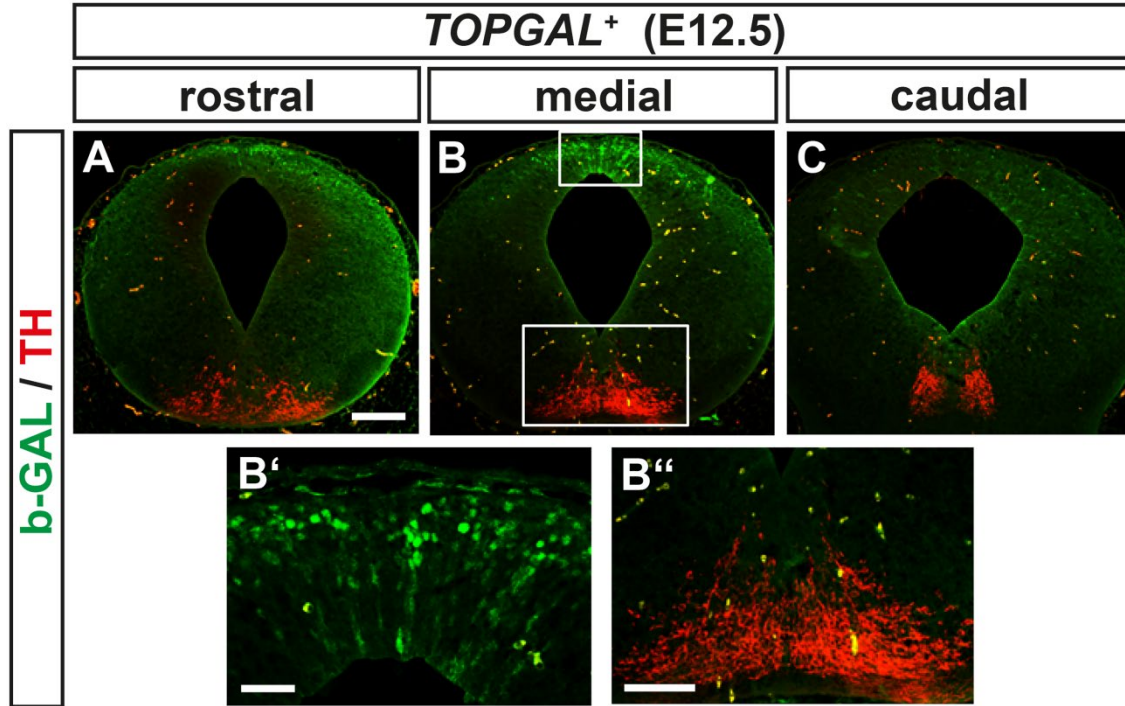

**Supplementary Figure 3: The *TOPGAL* mouse is not a reporter of WNT/b-catenin signaling in the mouse VM.** (A-C) Representative overviews (A-C) and close-up views of the DM (B') and VM (B'') (corresponding to the boxed areas in B) on coronal sections (dorsal top) at different rostrocaudal levels of the midbrain from a *TOPGAL* embryo at E12.5, immunostained with antibodies against b-GAL (green) and TH (red); overlapping expression domains appear in yellow. Scale bars: 200  $\mu$ m (A); 100  $\mu$ m (B''); 50  $\mu$ m (B').

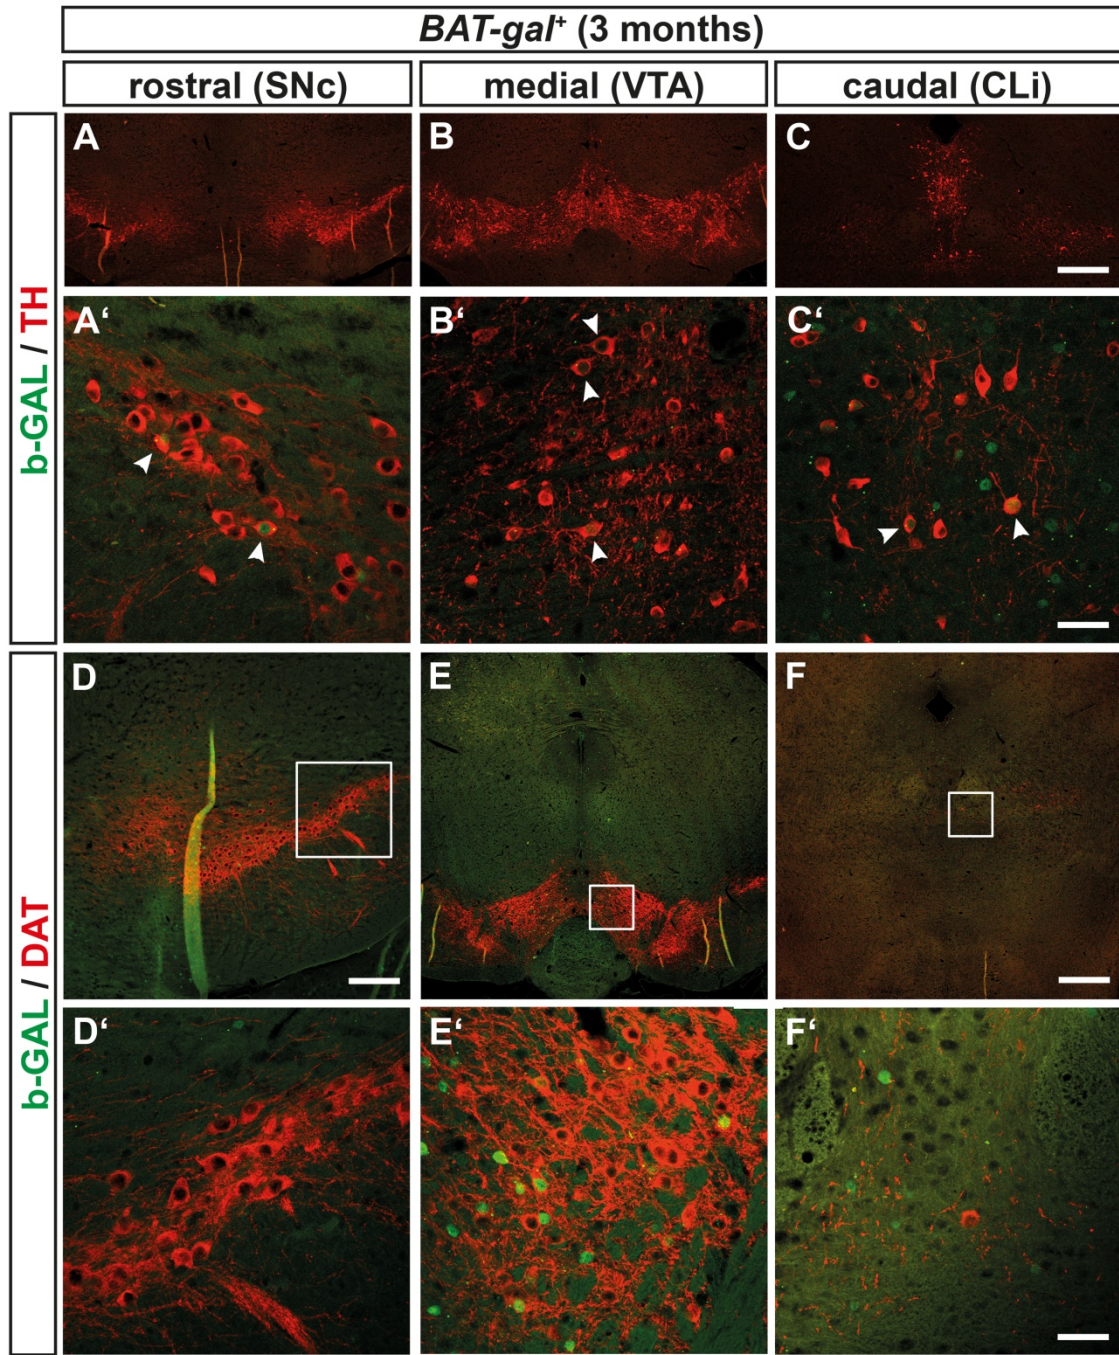

**Supplementary Figure 4: mdDA neurons in the adult mouse brain are mostly non-WNT/b-catenin-responding.** (A-F') Representative overviews (A-C,D-F) and close-up views of the SNc, VTA and CLi (A'-C'; D'-F', corresponding to the boxed areas in D-F, respectively) on coronal sections (dorsal top) at different rostrocaudal levels of the midbrain from 3 months-old *BAT-gal*<sup>+</sup> mice, immunostained with antibodies against b-GAL (green) and TH (red; A-C') or DAT (red; D-F'); overlapping expression domains appear in yellow. White arrowheads in (A'-C') point at b-GAL<sup>+</sup>/TH<sup>+</sup> double-positive cells. Abbreviations: CLi, caudal linear nucleus of the raphe; SNc, Substantia nigra pars compacta; VTA, ventral tegmental area. Scale bars: 250  $\mu$ m (C,F); 100  $\mu$ m (D); 50  $\mu$ m (C',F').

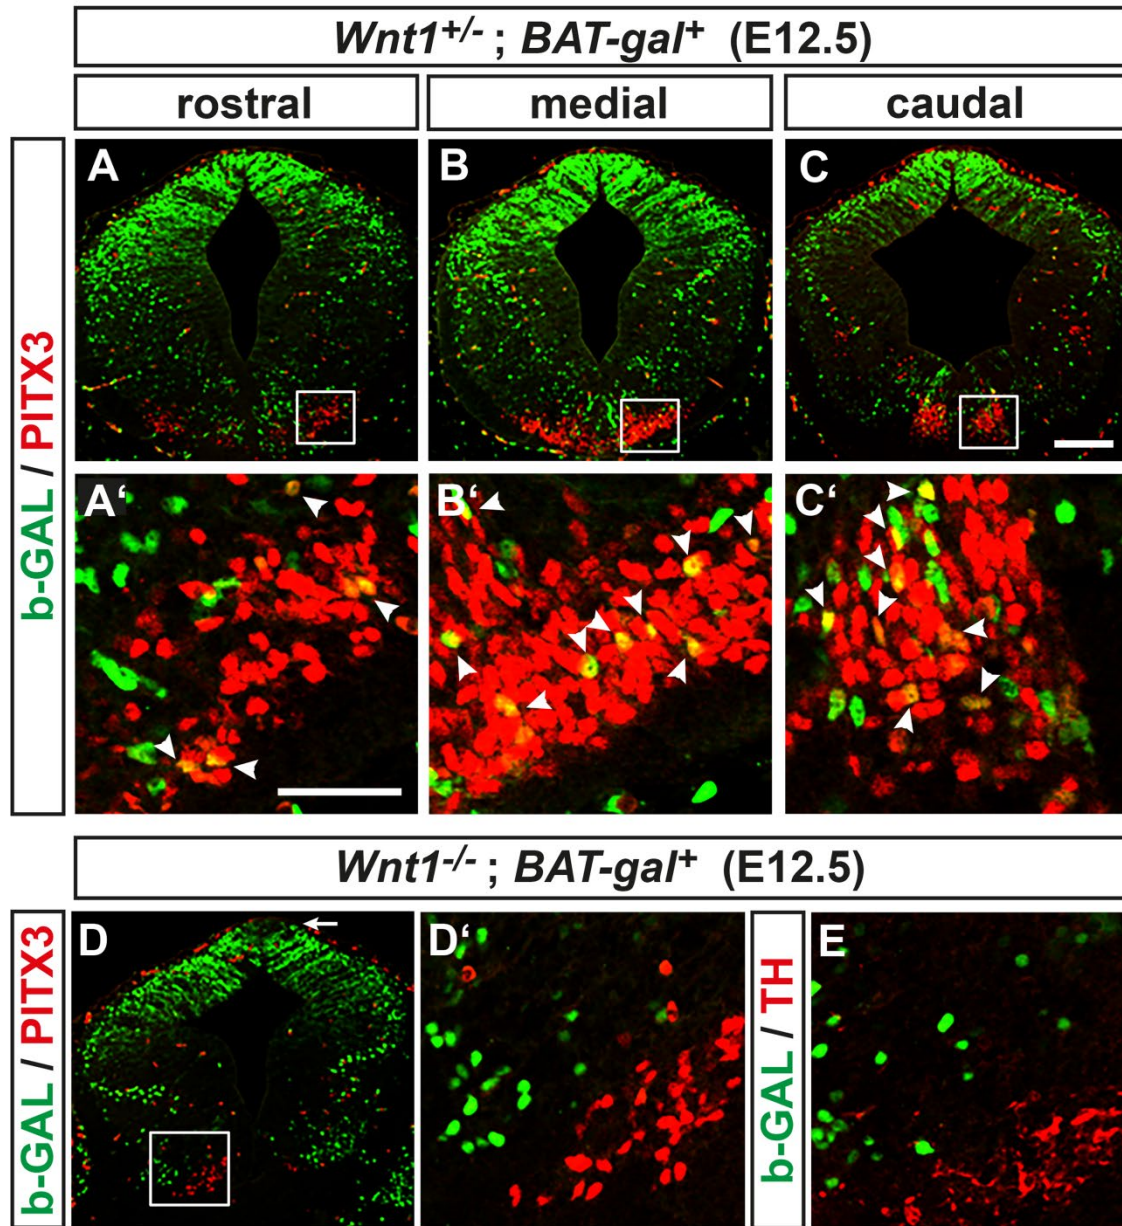

**Supplementary Figure 5: *Wnt1* is the main activating WNT-ligand in the mouse FP.** (A-E) Representative overviews (A-D) and close-up views of the VM (A'-D',E; corresponding to the boxed areas in A-D, respectively) on coronal sections (dorsal top) at different rostrocaudal levels of the midbrain from *Wnt1*<sup>+/-</sup>; *BAT-gal*<sup>+</sup> (A-C') and *Wnt1*<sup>-/-</sup>; *BAT-gal*<sup>+</sup> (D-E) mouse embryos at E12.5, immunostained with antibodies against b-GAL (green) and PITX3 (red; A-D') or TH (red; E); overlapping expression domains appear in yellow. White arrowheads in (A'-C') point at b-GAL<sup>+</sup>/PITX3<sup>+</sup> double-positive cells. White arrow in (D) points at the b-GAL-negative roof plate. Scale bars: 200  $\mu$ m (C); 50  $\mu$ m (A').

**1.2    Supplementary Tables**

**Supplementary Table 1: Primer and PCR conditions used for genotyping, ISH probe cloning, ChIP-PCR, site-directed mutagenesis of LEF1/TCF BSs/*WREs* and RT-PCR; and siRNAs**

| Gene (application)                                         | Forward primer (5' → 3')<br>Reverse primer (5' → 3')<br>or mutagenic primer or siRNA (5' → 3') | Product length<br>(bp) | T <sub>m</sub><br>(°C) | Cycles |
|------------------------------------------------------------|------------------------------------------------------------------------------------------------|------------------------|------------------------|--------|
| <i>LacZ</i><br>( <i>BAT-gal</i> genotyping)                | GGTGGCGCTGGATGGTAA<br>CGCCATTGACCACTACC                                                        | 613                    | 60                     | 30     |
| <i>LacZ</i><br>( <i>TOPGAL</i> genotyping)                 | CGTGGCCTGATTCATTCC<br>ATCCTCTGCATGGTCAGGTC                                                     | 315                    | 60                     | 30     |
| <i>Lefl</i> wt<br>( <i>Lefl</i> <sup>+/+</sup> genotyping) | CCGTTTCAGTGGCACGCCCTCTCC<br>TGTCTCTCTTTCCGTGCTAGTTC                                            | 71                     | 58                     | 38     |
| <i>Lefl</i> ko<br>( <i>Lefl</i> <sup>-/-</sup> genotyping) | CCGTTTCAGTGGCACGCCCTCTCC<br>CATGGCGATGCCTGCTTGC                                                | 321                    | 58                     | 38     |
| <i>Apcddl</i> (ISH probe)                                  | TCTACCGGCCGTCCAGTTAC<br>TATCTGAGGATGCGCCAATG                                                   | 814                    | 60                     | 34     |
| <i>Cck</i> (ISH probe)                                     | TGGACCCCAGCCATAGAA<br>GGAAACACTGCCTTCCGA                                                       | 275                    | 60                     | 34     |
| <i>Fgf14</i> (ISH probe)                                   | GCAACCTGGTGGATATCTTCTC<br>GAGTTTAGCTGGTTTGTCCAGG                                               | 830                    | 63                     | 35     |
| <i>Pbx1</i> (ISH probe)                                    | CATGCGACTGGACAACATGC<br>CATGGGCTGACACATTGGTG                                                   | 644                    | 63                     | 35     |
| <i>Rspo2</i> (ISH probe)                                   | CTCATGGCGTTCTCAGCATC<br>GCCTTGCTTTGGATGTTTCC                                                   | 941                    | 63                     | 35     |
| <i>Smarca1</i> (ISH probe)                                 | CGGAATGCTCCCCAGTTTAG<br>CGCACACTGACAGCAAACAC                                                   | 878                    | 60                     | 34     |
| <i>Sulfl</i> (ISH probe)                                   | CTCTTCACTCCAGCCACACG<br>ACCAACATTGTGAGCCATGC                                                   | 807                    | 60                     | 34     |
| <i>Sulf2</i> (ISH probe)                                   | CTGGGACAGCTATGGGAAGG<br>GGGGGCAGGAACACTGTAAG                                                   | 852                    | 60                     | 34     |
| <i>Tcf7</i> (ISH probe)                                    | CTCCTTCCCCACAGAACTGC<br>GGGTGCACACTGGGTTTAGG                                                   | 866                    | 64                     | 35     |
| <i>Tcf7l1</i> (ISH probe)                                  | GCAAATCCAAGAGGCAGAGG<br>TCTACAGTGGTAAGGCACTGCTG                                                | 613                    | 65                     | 35     |
| <i>Pitx3</i> (LEF1 ChIP<br>Primer 1)                       | CCTGTCCCTTGCAAACACTT<br>CCCCTCCTTCCATCCTATC                                                    | 362<br>(-1025 to -664) | 60                     | 32     |
| <i>Pitx3</i> (LEF1 ChIP<br>Primer 2)                       | GGAAAGGAGGGGTGGTCTTT<br>TTGCCATCCACTGAGCAAC                                                    | 412<br>(-675 to -264)  | 60                     | 32     |
| <i>Pitx3</i> (LEF1 ChIP<br>Primer 3)                       | AAGGCCTCAATTAGCCACAG<br>GCTAGCGGAGGAGAGAGTGA                                                   | 388<br>(-406 to -19)   | 60                     | 32     |
| <i>Pitx3</i> (LEF1 ChIP<br>Primer 4)                       | TGGCACTGCACTGTGAGACT<br>CCCCTAGATTTCAAGGTGCTC                                                  | 478<br>(-57 to +421)   | 60                     | 32     |
| <i>Pitx3</i> (LEF1 ChIP<br>Primer 5)                       | CCTTTACCAGAGAGCACCTTG<br>ACATTCCGTTCACTACTGCT                                                  | 474<br>(+391 to +864)  | 60                     | 32     |
| <i>Pitx3</i> (LEF1 ChIP<br>Primer 6)                       | CAGACGATGTGTCCAGCAGT<br>TTCGAGTTTGTGAGGGGACT                                                   | 396<br>(+831 to +1226) | 60                     | 32     |

| Gene (application)                               | Forward primer (5' → 3')<br>Reverse primer (5' → 3')<br>or mutagenic primer or siRNA (5' → 3')                    | Product length (bp) | T <sub>m</sub> (°C) | Cycles |
|--------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|---------------------|---------------------|--------|
| <i>Pitx3 WRE 1</i> (site-directed mutagenesis) * | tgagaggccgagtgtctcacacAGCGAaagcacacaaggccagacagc<br>wt: tgagaggccgagtgtctcacac <b>ctttg</b> aagcacacaaggccagacagc | #                   | #                   | #      |
| <i>Pitx3 WRE 2</i> (site-directed mutagenesis) * | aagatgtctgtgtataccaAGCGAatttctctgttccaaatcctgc<br>wt: aagatgtctgtgtatacca <b>ctttg</b> atttctctgttccaaatcctgc     | #                   | #                   | #      |
| <i>Pitx3 WRE 3</i> (site-directed mutagenesis) * | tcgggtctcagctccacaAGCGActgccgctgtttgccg<br>wt: tcgggtctcagctccaca <b>ctttg</b> ctgccgctgtttgccg                   | #                   | #                   | #      |
| <i>Lef1</i> (RT-PCR)                             | AAAGAAATGAGGGCGAATGTCGTA<br>GCTGTCATTCTGGGACCTGTACCT                                                              | 257                 | 59                  | 30     |
| <i>Tcf7</i> (RT-PCR)                             | CCCCTCAATGCTTTTCATGCTTTAC<br>CGAATGCATTTCTTTTTCCTCCTG                                                             | 283                 | 59                  | 30     |
| <i>Tcf7l1</i> (RT-PCR)                           | TACCCCTTCCTGATGATTCCAGAC<br>GGAGAAGTGGTCGTTGCTGTAGGT                                                              | 288                 | 59                  | 30     |
| <i>TCF7L2</i> (RT-PCR)                           | GCATCAGGACTCCAAAAAGGAAGA<br>TTCCCATAGTTATCCCGTGCAGAC                                                              | 270                 | 59                  | 30     |
| <i>GAPDH</i> (RT-PCR)                            | TGAAGGTCGGAGTCAACGGATTTGGT<br>CATGTGGGCCATGAGGTCCACCAC                                                            | 983                 | 59                  | 30     |
| <i>LMX1A</i> (RT-PCR)                            | TGTCTGCGAGGGCTGTCAGC<br>CAGCAGCAGAAGCAGCTCAGG                                                                     | 270                 | 60                  | 35     |
| <i>Gapdh</i> (RT-PCR)                            | ACCACAGTCCATGCCATCAC<br>TCCACCACCCTGTTGCTGTA                                                                      | 450                 | 60                  | 35     |
| <i>LMX1A</i> siRNA #144                          | GCUUGAUGCACUUAAGUUAdTdT (sense)<br>dTdTTCGAACUACGUGAAUUCAAU (antisense)                                           | —                   | —                   | —      |
| nt siRNA (control)                               | ON-TARGETplus Non-targeting siRNA #1, Cat. No. D-001810-01-05                                                     | —                   | —                   | —      |

**Footnotes:** Oligonucleotides were purchased from Metabion International AG and biomers.net GmbH, Germany. Targeting and non-targeting siRNAs were purchased from Fermentas GmbH (Thermo Fisher Scientific), Germany.

\* Mutagenized nucleotides in CAPITALS, *WRE* sequence in **bold**, and predicted LEF1/TCF BS is underlined.

# According to the instructions of the manufacturer.

How the deposited data were processed for this re-analysis (not part of the article)

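The arrays measured RNA of 4 groups of samples with 2 arrays each: the laser-microdissected mdDA domain and lateral domain of E12.5 BAT-gal embryos, each from 5 embryos, and GFP-expressing mdDA neurons sorted from E13.5 and from E14.5 *Pitx3* GFP/+ embryos. Groups and replicate numbers were taken from the sample labels and the paper. The authors deposited log2 values per probe set, made with RMA in Affymetrix Expression Console 1.2 with sketch-quantile normalization, and the values were used as deposited, without further normalization or filter. The lowest and highest value on an array lay between 1.85 and 13.4. No genome build is given in the sources used here, so no positions are printed. The number of arrays limits the precision.

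Probe sets were named through the platform's annotation, compared with the mouse reference annotation through gene identifiers, and no symbol had to be updated. Of 35556 probe sets 21789 had 1 gene symbol, 1621 had several and 12146 had none in the table used, and 21698 of the single symbols were matched. Only probe sets with 1 symbol are named. A gene with several probe sets (999 of 19938 genes) is represented by the one with the highest mean over the 8 arrays. Among the named genes with a second probe set, the second one of *Ntng1* and of *Top2a* did not pass the test that the first one passed. Some genes are not reported here.

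The mdDA domain was compared with the lateral domain with limma 3.58.1 in R 4.3.3 on the 4 arrays of dissected tissue. The paper names a paired limma test but not what defines the pairs, and the replicate number was taken as the block. Default empirical Bayes settings were used. Benjamini-Hochberg adjustment ran over all probe sets at a false discovery rate below 10%, a set that the paper does not specify. The mean of both sorted groups was compared with the mdDA domain by limma over all 8 arrays, and E14.5 with E13.5 neurons by limma over their 4 arrays, both without a block. A set of 31 gene lists, fixed before the data were examined, was tested with camera with a preset correlation of 0.01 over all probe sets, and again with an estimated correlation, which with 1 residual degree of freedom in the paired fit is poorly determined. The lists of Figures 1B and 1C were chosen by the paper on these arrays. Concordance was measured with Pearson correlations across probe sets, with 20 simulations of unchanged groups for the shared lateral arrays. The differences, p-values and correlations were computed for this text and the log2 values are the authors'.

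The genes named are those the paper names for the arrays, Figure 1B and 1C and the Figure 10 model, the 15 largest rises and 15 largest falls between the domains and 10 and 10 for the other comparisons among genes past the threshold with no overlap between the arrays of the groups, and up to 4 called members of each list (or, where fewer than 2 were called, the 2 with the highest mean level). This rule was fixed before the data were examined, although the fold changes printed in Figure 1 had been seen. Members of short lists outside this rule were named after their values were seen, namely *Axin2* and *Slc17a6*.

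The paired fit, the fit without the block and the fit with trend and robust priors were run once on the arrays before the tests were checked on simulated data, and the paired fit named beforehand was kept. In the first simulation 200 of 35556 probe sets were changed, with the spread of each probe set drawn at its unmoderated estimate. There the paired test of the mdDA domain against the lateral domain made 0 calls and recovered none of the changes, while the test without the block recovered 50.0% of log2 changes of 2 with 5 false calls among 77. With 2000 changed probe sets the paired test recovered 83.0% of log2 changes of 2, with 80 false calls among 1135. After this result was seen a second simulation was added, with the spread moderated by limma. There the paired test recovered 90.0% of log2 changes of 2 and 3.00% of log2 changes of 1 when 200 probe sets were changed, with 24 false calls among 122. With 2000 changed it recovered 98.4% of log2 changes of 2, with 312 false calls among 2092. Both shares of false calls exceed the nominal 10%. The test without the block recovered 80.0% of log2 changes of 2 with 14 false calls among 105 when 200 probe sets were changed, which also exceeds 10%, and 98.2% with 197 among 1992 when 2000 were changed. No call had the wrong sign in either simulation.

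Alternatives set before the data were examined were the fit without the replicate block, all 8 arrays in the fit, repeated quantile normalization, centring on array medians, a filter on dim probe sets, the trend and robust options of limma, thresholds of 5% and of a 1.5-fold change, only probe sets with 1 gene symbol, and leaving out each array. Genes as the background of camera were added after the data were available. Other tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.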

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

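All tests of explanations in this part were chosen after the results were seen. The strongest differences between the domains lay in genes that the paper does not discuss. Of 562 genes past the threshold, 520 are outside Figures 1B, 1C and 10, 313 of them higher and 207 lower in the mdDA domain. Among these genes outside the figures, the largest rises on the log2 scale were those of the uncharacterized transcript *C130021I20Rik* (5.09, with 2.24 for its second probe set), *Cartpt* (4.63), *Kcnk9* (4.55), *C1ql1* (3.90) and *Cbln1* (3.87), the last pair encoding secreted proteins of the C1q family. The largest falls were those of the transcription factor genes *Tfap2b* (-5.58), *Lhx2* (-5.17), *Tfap2d* (-5.03), *Tal2* (-4.97) and *Lhx9* (-4.66). Apart from that second probe set (adjusted p = 0.0739), each of these had adjusted p of 0.0385 or lower from limma. Each of these genes was separated between all arrays of the 2 domains. The genes with the largest falls had log2 levels of 3.99 to 4.63 in the mdDA domain, where the array medians were 4.60 and 4.57. Among the largest rises, *C130021I20Rik* (4.22) and *Kcnk9* (4.57) had lateral levels below the lateral array medians of 4.60. No detection level was set, so the size and order of these falls and of the rises are uncertain.

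Markers of red nucleus, oculomotor and other basal plate neurons were higher in the mdDA domain than in the lateral domain in camera. Their median log2 difference was 0.78 over 10 genes. With an estimated correlation the adjusted p = 0.416 in camera. That test has 1 residual degree of freedom and passed no list, so it does not decide. Only *Sim1* (1.78), *Isl1* (1.52), *Nkx6-1* (1.12) and *Slc5a7* (1.00) passed the test, and all 4 were lower in the sorted neurons than in the mdDA domain. The most abundant members were *Slc17a6* (8.67 in the mdDA domain) and *Pou4f1* (7.80), which did not pass between the domains, and *Pou4f1* went the other way, with 8.51 in the lateral domain (-0.71). A candidate explanation is that the dissected mdDA domain holds other basal plate neurons, which sorting by GFP would remove, and over all 10 members the median difference of the sorted neurons from the mdDA domain was -0.932, with 7 past the threshold and 10 when adjusted over the list alone (adjusted p = 2.85e-06 in camera, and adjusted p = 0.0330 with an estimated correlation). *Slc17a6*, also on the list of VTA-biased mdDA genes, was at 8.28 at E13.5 and 8.36 at E14.5 (adjusted p = 0.120 in limma), and since stage, strain and isolation differ together, this explanation stays open, as does loss of these transcripts from mdDA cells between the stages, with a median difference of 0.0728 from E13.5 to E14.5 (adjusted p = 0.889 in camera).

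Immediate early genes were higher in the sorted neurons than in the mdDA domain, with a median log2 difference of 1.13 over 14 genes, 9 of them past the threshold (adjusted p = 4.54e-11 in camera, and adjusted p = 0.0330 with an estimated correlation). *Fos* differed by 4.35, *Fosb* by 4.09 and *Egr1* by 3.96. In the mdDA domain *Fos* (4.24) and *Egr1* (4.56) lay below the array medians of 4.60 and 4.57. No detection level was set, so the size of their rises is uncertain. Cell dissociation and sorting may induce these genes, but this cannot be told apart from stage and strain, which differ between the same samples. Microglia among the sorted cells, which the sort for GFP should remove, are not decided by the tables either, since the microglial list had a median difference of -0.195, near the shift of all probe sets (-0.186), with 0 of 11 members past the threshold in either direction and adjusted p = 0.530 in camera, while the chemokine gene *Ccl3*, outside that list, differed by 3.6.

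The falls of *Lef1*, *Tcf7l1* and *Tcf7l2* came together with falls of 11 of 24 cell division genes in the mdDA domain, while 13 did not pass. Camera with an estimated correlation (adjusted p = 0.349 for that list) has 1 residual degree of freedom and passed no list, so it does not decide. A smaller share of dividing progenitors is a candidate explanation for the falls of *Lef1*, *Tcf7l1* and *Tcf7l2*. For *Tcf7l2* the tables argue against it as the whole cause, since its fall exceeded that of *Mki67*, the largest among 24 cell division genes, by a log2 difference of -1.04 (standard error 0.211). For *Lef1* this difference was -0.39 (standard error 0.211) and does not decide. *Tcf7l1* fell less than *Mki67*, with a difference of 0.35 (standard error 0.235), as a smaller share allows. A difference between the domains in WNT signaling or position was not tested on these arrays. For position, the paper reports from in situ hybridization that *Tcf7l2* was restricted to the dorsolateral midbrain. That region includes the ABB, where the lateral domain was dissected. For *Lef1* and *Tcf7l1*, and for WNT signaling, the question stays open here.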

How the results depend on the processing

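The 2 arrays of a group are technical replicates. The counts below rest on their spread or, in the paired fit, on the differences between same-numbered arrays. Between the mdDA and lateral domains 541 probe sets were higher and 390 lower. The replicate numbers did not visibly pair the arrays (correlation of same-numbered deviations -0.015), and with no replicate block the counts were 829 and 605, of which 860 of 1434 were also called in the paired fit. With trend and robust priors they were 937 and 709, with a false discovery rate below 5% 130 and 97, and with only probe sets with 1 gene symbol 1342 and 1160. In that last setting limma's prior degrees of freedom were 12.0, against 3.27 over all probe sets and 3.17 over as many drawn at random, a check chosen after the values were seen. Without dim probe sets 821 were higher. Without each array in turn 4 to 96 were higher and 11 to 74 lower, in fits that also lack the replicate block. No probe set called in both changed sign in any of these settings. Of 95 named genes called in the paired fit with all arrays, in these fits, which change both choices, 14 were still called without either mdDA replicate, 50 without lateral replicate 1 and 52 without lateral replicate 2, and none changed sign.

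Of the genes of Figure 1B, 21 were called higher, and 1 to 13 when each array was left out. Of those of Figure 1C, 5 were called higher and 17 lower. The higher ones were 10 with all 8 arrays and no replicate block, 8 without dim probe sets, 8 with trend and robust priors, 3 at 5%, 17 with 1 gene symbol and 17 adjusted over the list alone, and 0 to 3 without each array (4259 of all probe sets had an unadjusted p below 0.05 in limma without mdDA replicate 1). The lower ones were 5 at 5%, 28 with 1 gene symbol, 28 adjusted over the list alone and 1 to 5 without each array. Camera called 20 of 31 lists, and 0 with an estimated correlation, where 1 residual degree of freedom is left. The smallest unadjusted p of that last test was 0.0450, for the genes of Figure 1B, so it does not decide. Over all lists 156 memberships passed, and 260 when adjusted over the list alone.

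Against the mdDA domain 3032 probe sets were higher and 3500 lower in sorted neurons. Medians of the sorted arrays lay at -0.186 from the mdDA domain on the log2 scale, and after centring the counts were 5580 and 1782. The counts of the uncentred fit were 1970 and 1965 at 5%, and 3387 and 2304 without dim probe sets. Without each array 949 to 3193 were higher and 1088 to 3312 lower. The replicate block gave 2684 and 2941. Between E14.5 and E13.5 limma called 0 probe sets, with 2156 at an unadjusted p below 0.05, and 9 higher and 11 lower with all 8 arrays in the fit. The correlation of the mdDA domain with E13.5 neurons (0.966) was 0.960 with Spearman ranks, 0.925 without dim probe sets, 0.876 over called probe sets and 0.959 to 0.961 without each array. With E14.5 neurons (0.962) these were 0.955, 0.917, 0.879 and 0.953 to 0.957. For the lateral domain they were 0.947, 0.881, 0.492 and 0.942 to 0.944 at E13.5 and 0.940, 0.870, 0.466 and 0.934 to 0.939 at E14.5. The cause of these changes was not tested beyond the settings named.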

Differences from the paper's values

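None of the fold changes compared differs from the paper's. Over 66 genes printed in Figures 1B and 1C the fold change computed here lay within 1.06 times the printed one, rounded to 2 digits, in the paired fit, and none of 921 values under the other settings differed, where a difference meant an opposite direction, or a ratio above 1.5 together with a log2 difference above the replicate SD. For *Rspo2* the paper's value is 2.4-fold and the value here 2.35-fold. Both sets of fold changes rest on the same arrays, and settings such as a stricter threshold cannot change them. Their match is therefore not independent evidence.

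The paper counts all genes of Figure 1B as significant at a false discovery rate below 10%. The paired fit called 21 of the 24 analysed here. The paper does not state which probe sets it tested, so this fit over all probe sets may differ from the paper's own. *Shh* had adjusted p = 0.151, *Pitx3* adjusted p = 0.228 and *Ferd3l* adjusted p = 0.204 from limma. *Shh* was called with all 8 arrays in the fit, with the replicate block (adjusted p = 0.0990) and with no replicate block (adjusted p = 0.0505). All 3 were called when only probe sets with 1 gene symbol were tested (adjusted p = 0.00252 for *Shh*, 0.0201 for *Pitx3* and 0.0253 for *Ferd3l*), a setting fixed before the data were examined, and when adjusted over the list alone. The legend of Figure 1 describes the heat maps as showing genes below the same threshold, and of 45 genes of Figure 1C 22 were called in the paired fit. This count fell to 20 with repeated quantile normalization and to 8 at a false discovery rate below 5%. It was 25 with no replicate block and 28 with all 8 arrays and no replicate block. It was 26 without dim probe sets, 26 with trend and robust priors, and 45 both with 1 gene symbol and when adjusted over the list alone. Both called sets go the way the paper states, with 21 genes of Figure 1B higher and, in Figure 1C, fewer genes higher (5) than lower (17). The paper chose both lists on these arrays, so neither this direction nor the calls adjusted over the list alone are independent evidence.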

Other observations

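Axon guidance genes separated the domains in both directions. Of 24 genes 11 were higher and 2 lower in the mdDA domain (14 and 7 when adjusted over the list alone), with the semaphorin receptor gene *Nrp2* at a log2 difference of 2.89 and the Eph receptor genes *Ephb1* at -2.08 and *Epha4* at -2.04 (adjusted p = 7.05e-04 for the list in camera, and adjusted p = 0.349 with an estimated correlation). Basal plate neuron markers had 4 of 10 higher (8 higher and 1 lower when adjusted over the list alone; adjusted p = 6.87e-07 in camera, and adjusted p = 0.416 with an estimated correlation). Subthalamic markers had *Foxp2* higher and *Barhl1*, *Barhl2* and *Irx3* lower of 7 (2 and 3 when adjusted over the list alone; adjusted p = 0.360). Serotonergic markers had *Gata2* and *Gata3* lower of 5 (2 when adjusted over the list alone), both also on the GABAergic list (adjusted p = 0.00464, and adjusted p = 0.411 with an estimated correlation). VTA-biased genes had *Cck* and *Adcyap1* higher and *Otx2* lower of 10 (3 and 1 when adjusted over the list alone; adjusted p = 0.578). None of 5 SNc-biased (1 higher and 2 lower when adjusted over the list alone), 8 hindbrain and forebrain, 5 blood (1 lower when adjusted over the list alone), 14 vascular, 11 microglial, 9 mesenchymal or 14 immediate early genes (1 lower when adjusted over the list alone) passed in limma, where 4867 of all probe sets had an unadjusted p below 0.05. The lists had adjusted p of 0.357, 0.351, 0.556, 0.387, 0.267, 0.550 and 0.0575 in camera, the last with adjusted p = 0.418 with an estimated correlation. Of 13 components of the Figure 10 model 2 were higher and 2 lower (3 and 3 when adjusted over the list alone). This list had adjusted p = 0.792 in camera. *Fzd3*, *Lrp6*, *Kremen1* and *Dkk3* had log2 differences of -0.10, -0.053, 0.11 and 0.060. *Dkk3* had levels of 3.91 and 3.85 in the mdDA and lateral domains, below the array medians of 4.57 to 4.60. No detection level was set, so the test cannot decide for *Dkk3*.

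Sorted neurons and the mdDA domain differed by stage, strain, isolation and tissue together. Blood transcripts were lower in the sorted neurons for 5 of 5 genes (5 when adjusted over the list alone), with *Hbb-y* at -6.84 and *Hba-x* at -5.72, and 8 of 14 vascular genes were lower (11 when adjusted over the list alone). Cell division genes were lower for 15 of 24 (20 when adjusted over the list alone) and neural progenitor genes for 9 of 13 (9 when adjusted over the list alone), with *Nes* at -3.66. Dopamine synthesis and transport genes were higher for 7 of 12 (8 when adjusted over the list alone), with *Slc6a3* at 2.37 and *Th* at 1.36. *Aldh1a1*, a gene of retinoic acid synthesis, had the largest rise, from 4.04 in the mdDA domain to 7.88 at E13.5 and 9.35 at E14.5. The nicotinic receptor gene *Chrna6* rose by 3.45. The mdDA level of *Aldh1a1* lay below the mdDA array medians of 4.60 and 4.57. *Hbb-y* (3.86 and 3.83) and *Nes* (4.24 and 3.74) lay below the sorted array medians of 4.39 at E13.5 and E14.5. No detection level was set, so the sizes of these changes and the rank of *Aldh1a1* are uncertain. *Gad2*, lower in the mdDA domain than in the lateral domain, was higher in sorted neurons than in the mdDA domain by 2.53. Of 13 GABAergic genes 4 were higher and 2 lower in the sorted neurons (4 and 2 when adjusted over the list alone). The lower ones were *Lhx1* (-3.02) and *Lhx5* (-1.34). In camera the adjusted p was 5.16e-07 for blood, 1.15e-05 for vascular, 4.75e-09 for cell division, 5.77e-05 for progenitor and 2.85e-06 for dopamine genes, and with an estimated correlation 0.0330, 0.0339, 0.0330, 0.0402 and 0.0330. The median of all probe sets was at -0.186 in the same comparison.

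Between E14.5 and E13.5 neurons no probe set passed in limma (2156 at an unadjusted p below 0.05), although the immediate early list was higher at E14.5 in camera (median log2 difference 0.555, adjusted p = 5.39e-05, and adjusted p = 0.414 with an estimated correlation). The microglial list was higher as well (median 0.276, 11 of 11 members with a positive difference, adjusted p = 9.41e-04). GABAergic genes (median -0.605, adjusted p = 9.41e-04), subthalamic markers (adjusted p = 0.00221) and mdDA transcription factors (median -0.169, adjusted p = 0.00119) were lower at E14.5 in camera, and with an estimated correlation the adjusted p = 0.414 for each of these 4 lists. Of the 31 lists, 13 had an adjusted p below 0.1 in this comparison, and none did with an estimated correlation.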
